# Mission SpaceX CRS-16 RRRM-1 space flight induced skin genomic plasticity via an epigenetic trigger

**DOI:** 10.1016/j.isci.2024.111382

**Published:** 2024-11-14

**Authors:** Kanhaiya Singh, Priyanka Verma, Rajneesh Srivastava, Yashika Rustagi, Manishekhar Kumar, Sumit S. Verma, Sujit Mohanty, Afshin Beheshti, Liz Warren, Chandan K. Sen

**Keywords:** Histology, space medicine, epigenetics, space sciences

## Abstract

Genomic plasticity helps adapt to extreme environmental conditions. We tested the hypothesis that exposure to space environment (ESE) impacts the epigenome inducing genomic plasticity. Murine skin samples from the Rodent Research Reference Mission-1 were procured from the International Space Station (ISS) National Laboratory. Targeted RNA sequencing to test differential gene expression between the skin of ESE versus ground controls revealed upregulation of VEGF-mediated angiogenesis pathways secondary to promoter hypomethylation in responders. Methylome sequencing identified ESE-sensitive hypomethylated genes including developmental angiogenic genes *Araf*, *Vegfb*, and *Vegfr1*. Based on differentially expressed genes, the angiogenesis biofunction was enriched in responders. The induction of genomic plasticity in response to ESE, as reported herein, may be viewed as a mark of biological resilience that is evident in a minority of organisms, responders but not in non-responders, exposed to the same stressor. Inducible genomic plasticity may be implicated in natural resilience to ESE.

## Highlights

• Exposure to space environment causes genome-wide adaptive epigenetic changes
• Space-exposure adaptive genome-wide changes are only seen in select “responder” mice
• In space, genome-wide epigenetic changes mark induction of genomic plasticity
• Genome-wide hypomethylation in space-exposed mice cause adaptive gene expression

## Introduction

Genomic plasticity, manifested as cell and tissue plasticity, lays the foundation for mammalian life to adapt to extreme environmental condition.^1^ In neo-Darwinian theory, adaptation results from a response to selection on relatively slowly accumulating genetic variation. However, more rapid adaptive responses are possible if selectable or plastic phenotypic variation is produced by epigenetic differences in gene expression.^2^ Epigenetic alterations in the absence of genetic change can affect gene expression.^3^ These epigenetic changes may regulate genome activity independent of DNA sequence and are mitotically stable.^4^ If epigenetic signals producing phenotypic variation are inherited, they can form the basis of adaptive evolutionary change.^5^^,^^6^ Rapid adaptive responses based on epigenetics are possible because the rate of epimutations from DNA methylation has been shown to be orders of magnitude higher than the rate of genetic mutations.^7^ Theoretical investigations have suggested that populations may respond to the environment through epigenetic variation before genetic mutations begin to accumulate. Epigenetic regulation works hand-in-hand with genetic processes to physiologically adapt the organism for the external environment where it will live and reproduce, providing a potential mechanism by which it can cope with ever-changing environmental conditions.^8^ Epigenetic variation such as DNA methylation is found in most species, and variation is common among populations.^2^

The limits of living processes that determine human health, disease, and survival are primarily informed by studies conducted under terrestrial ground conditions. Based on such understanding of physiology on ground conditions, the conceptual limits of biology are currently set. Our current understanding of the limits of regenerative and reparative biology has been thus defined. Studies under extreme environmental conditions such as high altitude and undersea have taught us that genomic plasticity is implicated in enabling adaptations to cope with acclimatization.^9^ Genomic plasticity translates to tissue plasticity and is manifested as functional adaptations, thus stretching the biological limits compared to what is known under standard ground conditions. The most rapid-response component of genomic plasticity is represented by epigenetic changes. During the reprogramming process, to acquire plasticity, cells reset their pattern of DNA methylation and post-translational histone modifications and lose their “epigenetic memory.”^10^ Interestingly, such epigenetic changes in individuals are more proactive in space.^11^ DNA methylation is one of such essential epigenetic mechanisms that actively regulates gene expression and maintains genomic integrity. In the current work, we test the hypothesis that exposure to space environment (ESE) profoundly impacts the epigenome as marked by DNA hypomethylation to induce rodent genomic plasticity in responders. Non-responders fail to respond to adaptive cues elicited by ESE.

## Results

### ESE induces stemness in the murine skin

Mice skin samples from the Rodent Research-8 mission (also known as Rodent Research Reference Mission-1) were procured from International Space Station (ISS) National Laboratory. Mice were flown in an established Rodent Habitat^12^ on the ISS (*n* = 17) (Figure 1A). Ground-based mice (ground controls; *n* = 18) maintained under similar housing conditions were used as controls (Figure 1A). 

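Hind limb skin of 16 mice was profiled by RNA sequencing: 6 ground controls and 10 mice of the ESE group. The paper divides the 10 ESE mice by their 5-mC level into the responder ESE cohort of 4 mice and the non-responder ESE cohort of 6 mice. The arm killed on the ISS has 5 ESE mice and ground control replicates 1 to 3, and the arm returned alive (LAR) has 5 ESE mice and ground control replicates 4 to 6. The arm and the exposure are therefore not confounded with each other. The replicates are separate animals, and no pair of libraries of one group differed by less than the sampling noise. Library numbers run in the order of the groups, so any effect of the order of preparation cannot be told apart from the groups. The authors aligned the reads with STAR to mm10, left out reads that mapped to several places, and counted reads per gene with featureCounts. The paper describes a separate route for the comparison of all ESE mice with the ground controls, from HISAT2 and mm39 to DESeq2. The values reported here for that comparison come from the STAR counts. Whether the counting used the strand of the reads is not stated, so reads of a gene and of an overlapping gene on the other strand may not be separated. The deposited table holds counts for 14858 genes, with 5628795 to 22593931 counts per ground control (median 10850361), 11400596 to 21781179 per responder (median 13984493) and 4159342 to 17549724 per non-responder (median 12626813). Rn45s, the precursor of ribosomal RNA, took 12.9% to 51.9% of the counts of a library. The RNA integrity number (RIN), as listed by the authors, was 1.8 to 2.7 in ground controls, 1.5 to 2.1 in responders and 1.2 to 1.9 in non-responders. It was lower in the ESE group, 1.66 ± 0.291 (SD, n = 10) against 2.05 ± 0.339 (SD, n = 6) in the ground controls (exact permutation p = 0.0262, adjusted p = 0.315). The DV200, the percent of RNA fragments over 200 nucleotides, had similar means of 56.7% and 58.2% in the same order (exact permutation p = 0.771, adjusted p = 0.86). Genes with too few counts were left out with edgeR's filter for low expression, libraries were scaled by TMM, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. Levels are given as CPM, scaled by the total counts of the library and its TMM factor, as mean ± SD. SE is the standard error of a log2 fold change. Lists of genes of a function or a cell type were fixed before the deposited data were examined. By then some members of the liver, kidney, intestine and bone lists had been seen in Table S1. The lists were compared with the other genes by camera at a correlation between genes of 0.01, and again with that estimated from these libraries. With the estimated correlation, no list was called in the comparisons of the ESE group, the responder ESE cohort, the non-responder ESE cohort and the ground controls.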

Differentially expressed genes (using DE-seq2) followed by identification of altered pathway between the groups was performed using Ingenuity Pathway Analysis (IPA) software. 

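Mfsd4, which encodes a membrane transporter of the major facilitator family, had the smallest p between the ESE group and the ground controls, with its lower mean in the ESE group. It lies on chromosome 1 from 132026621 to 132068062 (mm10), and its level was 0.554 ± 0.255 CPM (SD, n = 10) in the ESE group and 3.26 ± 2.63 CPM (SD, n = 6) in the ground controls. The log2 fold change was -2.60 (SE 0.43, adjusted p = 0.163 in edgeR's quasi-likelihood test, 0.000325 in DESeq2 and 0.000123 in edgeR's likelihood ratio test). Pyy, which encodes the gut hormone peptide YY, had a log2 fold change of -3.26 (SE 0.70), and -1.49 without ground control replicate 1. Mlf1, which encodes myeloid leukemia factor 1, had -3.30 (SE 0.75), and -1.30 without ground control replicate 6. Uckl1os, an RNA from the strand opposite Uckl1 whose reads may not be separable from those of Uckl1, had -3.25 (SE 0.70), and -1.33 without ground control replicate 6. On the higher side, Rab8a, a small GTPase of vesicle transport, had 60.8 ± 9.96 CPM (SD, n = 10) in the ESE group and 42.8 ± 5.80 CPM (SD, n = 6) in the ground controls, a log2 fold change of 0.51 (SE 0.13, edgeR adjusted p = 0.624). Grid1, a glutamate receptor subunit gene labelled in Fig. 1B, had a log2 fold change of 2.68 (SE 0.69). Entpd6, Tmem132c and Itpa followed with log2 fold changes of 0.63, 1.29 and 0.84 (SE 0.17, 0.37 and 0.25). All genes named after Mfsd4 had an adjusted p of 0.624 in edgeR's quasi-likelihood test. That test, run on 13577 genes, called 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05 it counted 1067 genes, where 679 would be expected by chance with no gene changed. DESeq2 called 3 genes, Mfsd4, Pyy and Mlf1, the likelihood ratio test called 13, all of them lower, and limma-voom called 0.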

A total of 1,498 analysis ready differentially expressed transcripts (*p* value<0.05) were identified (Figures 1B and 1C; Table S1). 

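Genes of muscle contraction stood lower in the ESE group: all 36 measured genes had a log2 fold change below 0, with a median of -3.54 (camera adjusted p = 2.39e-05, and adjusted p = 0.761 with an estimated correlation). Tnnc1 and Tnnt1, which encode troponin C and troponin T of slow muscle, had log2 fold changes of -5.40 (SE 1.24) and -5.19 (SE 1.19). Mylpf, a myosin light chain of fast muscle, had 26.2 ± 27.9 CPM (SD, n = 10) in the ESE group and 578 ± 1294 CPM (SD, n = 6) in the ground controls. Cox6a2, a respiratory chain subunit of muscle, had a log2 fold change of -6.51 (SE 1.53). Adjusted over the list alone, 30 of the genes passed edgeR's quasi-likelihood test as lower and 0 as higher, and over all genes tested 0 passed, while the likelihood ratio test called these 4 genes of the list. The muscle genes summed to 347200 CPM in ground control replicate 6 and to 150.1 to 35580 CPM in the other 15 libraries. Without that replicate the list's median was -0.22 (camera adjusted p = 0.232), and the log2 fold changes of Tnnc1, Tnnt1, Mylpf and Cox6a2 were 0.47, -0.79, -0.93 and -0.06. By arm, the list's median was -4.85 in the LAR arm, which holds that replicate, and 0.797 in the ISS arm. The ISS arm holds non-responder replicate 3, at 24120 CPM, where its other libraries had 188.1 to 2810 CPM. Of the 1067 genes at an unadjusted p under 0.05, 415 (38.9%) were higher and 652 were lower in the ESE group in edgeR's quasi-likelihood test. The share of higher genes was 60.0% without ground control replicate 6, 51.1% with the mission arm as a covariate and 50.0% in DESeq2. The RIN had a mean of 1.66 in the ESE group and 2.05 in the ground controls (exact permutation p = 0.0262, adjusted p = 0.315). The DV200 had means of 56.7% and 58.2%.

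**Figure D1:**
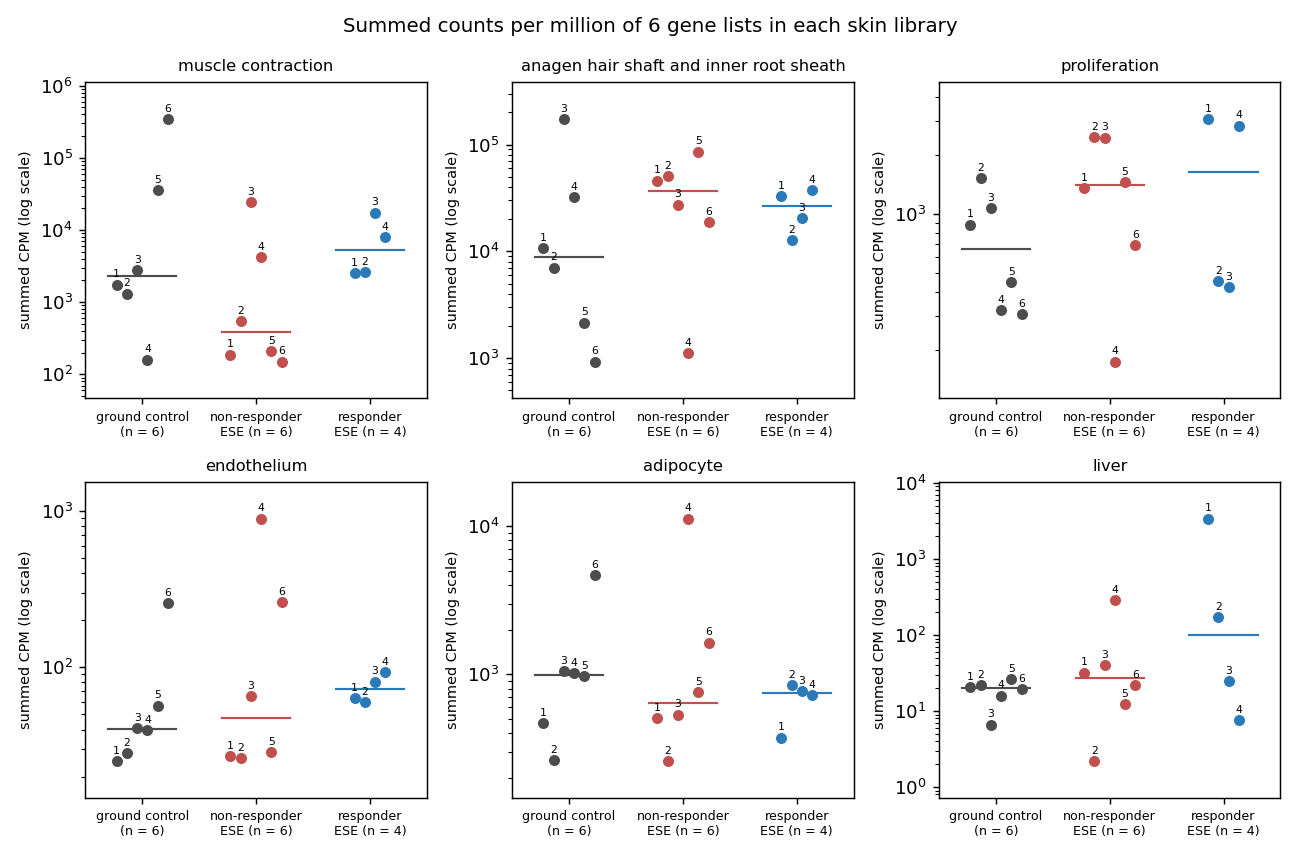
Summed CPM, on a log scale, of the genes of 6 lists in each of the 16 libraries, by group. Each point is a library, numbered by its replicate, and the line is the median of the group. Ground control replicate 6 stands highest for muscle contraction, responder replicate 1 for liver and non-responder replicate 4 for endothelium and adipocyte genes.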

Comparison of differentially expressed transcripts in the skin sample from ESE group identified that 859 (57.3%) transcripts were upregulated, whereas 639 (42.7%) were downregulated (Figure 1C). Canonical pathway enrichment analysis of DEGs, high in ESE group, was performed using IPA (Figure 1D). The presented canonical pathways were identified as (1) DNA methylation, (2) embryonic stem cell (ESC) pluripotency, (3) signaling by VEGF, (4) hypoxia-inducible factor 1α (HIF1α) signaling, and (5) Sirtuin signaling pathways (Figure 1D). 

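HIF1 signaling genes stood slightly lower in the ESE group, with 24 of 34 log2 fold changes below 0 and a median of -0.19 (camera adjusted p = 0.0241, and adjusted p = 0.761 with an estimated correlation). Egln3, a prolyl hydroxylase that marks HIF1α for degradation and is itself induced by hypoxia, had 10.6 ± 3.04 CPM (SD, n = 10) in the ESE group and 16.9 ± 3.90 CPM (SD, n = 6) in the ground controls, a log2 fold change of -0.68 (SE 0.21, edgeR adjusted p = 0.624). Aldoa, a glycolytic enzyme, had -1.98 (SE 0.69), and 0.02 without ground control replicate 6. The list's call ended without ground control replicate 4 and ground control replicate 6 (camera adjusted p = 0.0736 and 0.163, respectively), and the median was -0.07 without ground control replicate 6. With the muscle-rich and the liver-rich library left out, a choice made after the data were seen, the median was -0.02. Genes of VEGF signaling went both ways: 17 of 36 were above 0 and 19 below, with a median of -0.02, while camera's direction was up (adjusted p = 0.449). That median lay between -0.06 and 0.04 as each library was left out. Flt4 and Nrp1, which encode receptors of VEGF family members, had log2 fold changes of 1.92 (SE 0.95) and 1.55 (SE 0.83), against 1.13 and 0.80 without non-responder replicate 4 and 2.92 and 2.85 without ground control replicate 6. Sirtuin signaling genes had a median of -0.14, with 15 of 22 below 0 (camera adjusted p = 0.453), and of 0.09 without ground control replicate 6. Among them, Foxo4, a forkhead transcription factor, had -0.86 (SE 0.26), and -0.51 without that replicate, and Idh2, a mitochondrial dehydrogenase, had -1.04 (SE 0.48) against 0.05. Of the HIF1, VEGF and sirtuin lists, 0 genes passed edgeR's quasi-likelihood test, whether adjusted over all genes tested or adjusted over the list alone, and 5, 0 and 2 of them had an unadjusted p under 0.05, all lower. DESeq2, limma-voom and the likelihood ratio test called 0 genes of these lists as well. These lists are of textbook members and are not those of the IPA software.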

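Ntrk3, the receptor of neurotrophin 3 and on chromosome 7 from 78192114 to 78577838 (mm10), had 5.52 ± 7.75 CPM (SD, n = 10) in the ESE group and 1.12 ± 0.380 CPM (SD, n = 6) in the ground controls, a log2 fold change of 2.31 (SE 0.75, edgeR adjusted p = 0.624). Prkd1, a serine/threonine kinase, had 1.31 (SE 0.61), and 0.81 without non-responder replicate 4. Acvr1, a receptor of bone morphogenetic proteins, had 0.40 (SE 0.22), Ctnnb1, the β-catenin of Wnt signaling, 0.35 (SE 0.21), Tert, the catalytic subunit of telomerase, 0.63 (SE 0.40) and Wnt6, a Wnt ligand, 0.59 (SE 0.33). On the lower side, Prkcq, a protein kinase C of T cells and muscle, had 6.43 ± 3.34 CPM (SD, n = 10) against 18.2 ± 27.5 CPM (SD, n = 6), a log2 fold change of -1.51 (SE 0.55, edgeR adjusted p = 0.624), and -0.12 without ground control replicate 6. Map2k3, a kinase upstream of p38, had -0.57 (SE 0.27), and -0.36 without ground control replicate 4. Pdgfa, a platelet-derived growth factor, had -0.38 (SE 0.16), and Bmp4, a bone morphogenetic protein, -0.38 (SE 0.24), against -0.17 without ground control replicate 2. Nr5a2, a nuclear receptor of pluripotent cells, Fzd9, a Wnt receptor, and Nog, an antagonist of bone morphogenetic proteins, had too few counts for the filter in this comparison. With no filter on low counts, their log2 fold changes were 2.78 (SE 1.17), -2.75 (SE 1.06) and -1.30 (SE 0.60). The 10 genes tested had a median of 0.38, with 6 above 0 and 4 below (camera adjusted p = 0.456, and adjusted p = 0.761 with an estimated correlation). None passed edgeR's quasi-likelihood test when adjusted over all genes tested or adjusted over the list alone, and 4 had an unadjusted p under 0.05. The paper chose this list from comparisons of the same mice, so its directions here are not independent evidence. DESeq2, limma-voom and the likelihood ratio test called none of these genes either.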

Among the genes of the ESC pluripotency pathway that were upregulated include activin A receptor type 1 (*Acvr1*), β-catenin 1 (*Ctnnb1*), nuclear receptor subfamily 5 group A member 2 (*Nr5a2*), neurotrophic receptor tyrosine kinase 3 (*Ntrk3*), protein kinase D1 (*Prkd1*), telomerase reverse transcriptase (*Tert*), and Wnt family member 6 (*Wnt6*) (Table S2). Biological functions that were predicted to be upregulated based on DEGs were ESC pluripotency, self-renewal of cells, and proliferation of ESC (Figure 1E).

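Genes of cell proliferation stood higher in the ESE group: all 30 measured genes had a log2 fold change above 0, with a median of 0.83 (camera adjusted p = 7.93e-08, and adjusted p = 0.761 with an estimated correlation). Their summed level had a mean of 1540 CPM in the ESE group and 759.6 CPM in the ground controls (exact permutation p = 0.1285, adjusted p = 0.9608). With the mean of the anagen hair list, given below, as a covariate, the median of the proliferation genes was -0.257. Mcm5, a subunit of the replication helicase, had 54.1 ± 34.9 CPM (SD, n = 10) in the ESE group and 22.6 ± 14.0 CPM (SD, n = 6) in the ground controls, a log2 fold change of 1.26 (SE 0.48, edgeR adjusted p = 0.624). Mad2l1 and Trip13, of the spindle checkpoint, had log2 fold changes of 1.49 (SE 0.55) and 1.34 (SE 0.48), and Pcna, the clamp of DNA replication, 0.80 (SE 0.35). Histone genes, most of which are transcribed in S phase, stood higher too, with 23 of 25 above 0 and a median of 0.59 (camera adjusted p = 0.000314, and adjusted p = 0.761 with an estimated correlation). With the 3 shallow libraries of over 39% rRNA reads left out, a choice made after the data were seen, that median was 0.24 and the call ended (adjusted p = 0.280). Hair shaft genes went both ways. In 1 list, 21 of 27 genes of the anagen hair shaft and inner root sheath were above 0, with a median of 0.54 (camera adjusted p = 7.94e-08). That median was 0.30 without ground control replicate 1, 2.19 without ground control replicate 3, 0.28 without ground control replicate 5, 0.28 without ground control replicate 6, 0.34 without non-responder replicate 2 and 0.29 without non-responder replicate 5. The summed level of this list had a mean of 33340 CPM in the ESE group and 37840 CPM in the ground controls, with medians of 30080 and 8862 CPM (exact permutation p = 0.897, adjusted p = 0.997). In the other, 40 of 43 genes of hair keratin-associated proteins were below 0, with a median of -0.86 (camera adjusted p = 0.0684, and adjusted p = 0.838 with an estimated correlation), and -0.39 without ground control replicate 4. Their summed level had a mean of 3270 CPM in the ESE group and 5676 CPM in the ground controls (exact permutation p = 0.263, adjusted p = 0.961). This list passed camera without ground control replicate 2, ground control replicate 5, ground control replicate 6, non-responder replicate 1, non-responder replicate 2, non-responder replicate 5, responder replicate 1, responder replicate 2 and responder replicate 3 (camera adjusted p = 0.00216, 0.00234, 4.33e-07, 0.00205, 0.0275, 0.0252, 0.0470, 0.0480 and 0.0299, respectively). It also passed with the muscle-rich and the liver-rich library left out (adjusted p = 5.11e-08). All 6 melanocyte genes were above 0, with a median of 2.93 (camera adjusted p = 0.000103). Tyr, the first enzyme of melanin synthesis, had 17.0 ± 22.5 CPM (SD, n = 10) against 1.29 ± 2.10 CPM (SD, n = 6). With an estimated correlation the adjusted p of the anagen hair and melanocyte lists was 0.761. Core pluripotency factors went both ways, with 4 of 9 measured genes above 0 and a median of -0.02 (camera adjusted p = 0.262), which lay between -0.36 and 0.08 as each library was left out. Klf4, a pluripotency factor that also acts in the epidermal barrier, had -0.70 (SE 0.39). Markers of hair follicle and epidermal stem cells had 6 genes above 0 and 9 below, with a median of -0.09 (camera adjusted p = 0.858), between -0.21 and 0.11 as each library was left out. Of all these lists, 0 genes passed edgeR's quasi-likelihood test, whether adjusted over all genes tested or adjusted over the list alone. At an unadjusted p under 0.05 stood 4 proliferation and 3 melanocyte genes, all higher, and 2 keratin-associated genes, both lower. The other tools called 0 genes of these lists. In the same comparison the RIN had a mean of 1.66 in the ESE group and 2.05 in the ground controls (exact permutation p = 0.0262, adjusted p = 0.315). The DV200 had means of 56.7% and 58.2%. From the differentially expressed genes and the directions IPA gives them, the paper states that pluripotency, self-renewal and proliferation of embryonic stem cells were predicted to be upregulated.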

**Figure 1:**
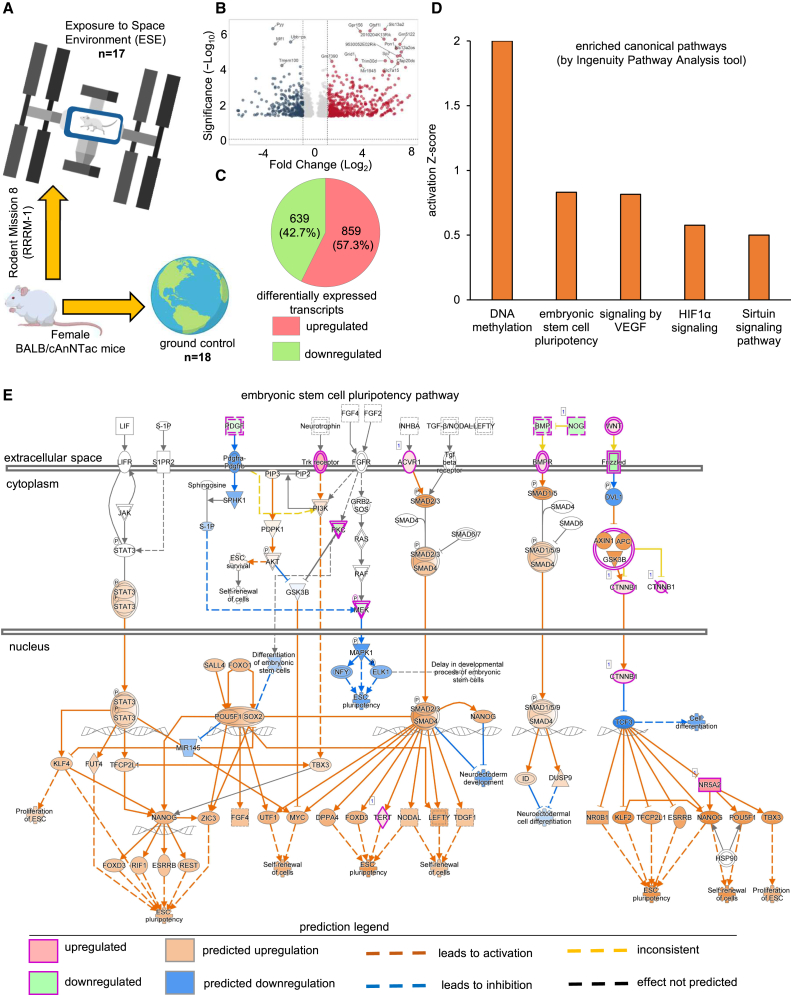
ESE induces stemness in the murine skin (A) Total study samples: mice skin samples from the Rodent Research-8 mission (also known as Rodent Research Reference-1) were procured from International Space Station (ISS) National. Mice flown in animal enclosure modules on the ISS were classified as Exposure to Space Environment (ESE) group (*n* = 17). Ground-based mice (ground controls; *n* = 18) maintained under similar housing conditions were used as controls. Image created in BioRender. Kanhaiya, K. (2024) https://BioRender.com/q43i834. (B) To quantify transcriptional differences between the skin of the mice of ESE group (*n* = 10) vs. the ground controls (*n* = 6), targeted RNA sequencing was performed. A total of 1,498 analysis ready differentially expressed transcripts (*p* value < 0.05) were identified using ingenuity pathway analysis (IPA) software. Volcano plot and (C) Venn diagram showing the comparison of differentially expressed genes (DEG) in ESE group skin sample 859 (57.3%) transcripts were upregulated while 639 (42.7%) were downregulated. (D) Canonical pathway enrichment analysis of DEGs, high in ESE group was performed using IPA. Presented canonical pathways were identified as (1) DNA methylation, (2) embryonic stem cell pluripotency, (3) signaling by VEGF, (4) HIF1α signaling, and (5) Sirtuin signaling pathway. (E) Pathway generated by IPA showing the candidate genes involved in the human embryonic stem cell (ESC) pluripotency pathway. Among the biofunctions that were predicted to be upregulated in the skin samples of ESE group were ESC pluripotency, self-renewal of cells, and proliferation of ESC. See also Figure S5 and Tables S1 and S2; n represents number of animals. For a Figure360 author presentation of this figure, see https://doi.org/10.1016/j.isci.2024.111382.

### Dichotomous 5-methylcytosine levels in ESE: Responders and non-responders

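Transcripts of the DNA methyltransferases were at similar levels in both groups. Dnmt1, the maintenance enzyme, had 209 ± 51.0 CPM (SD, n = 10) in the ESE group and 182 ± 40.2 CPM (SD, n = 6) in the ground controls, a log2 fold change of 0.20 (SE 0.19, edgeR adjusted p = 0.711). Dnmt3a and Dnmt3b, the de novo enzymes, had -0.26 (SE 0.21, edgeR adjusted p = 0.681) and 0.16 (SE 0.22, edgeR adjusted p = 0.799). Dnmt3a went to -0.41 without responder replicate 2 and to -0.17 without responder replicate 4. Dnmt3b went to 0.07 without responder replicate 2 and to 0.28 without ground control replicate 5. Dnmt1 went to 0.32 without ground control replicate 2. Partners of Dnmt1 had higher estimates: Hells, a chromatin remodeler needed for DNA methylation, had a log2 fold change of 1.14 (SE 0.52, edgeR adjusted p = 0.624), and Uhrf1, which recruits Dnmt1 to newly replicated DNA, had 1.06 (SE 0.53, edgeR adjusted p = 0.624). Hells and Uhrf1 are also transcribed in dividing cells, and the proliferation list stood higher in the same group. Of the 14 measured genes that write or read DNA methylation, 10 were above 0, with a median of 0.12 (camera adjusted p = 0.381, and adjusted p = 0.761 with an estimated correlation). The median of this list was 0.21 without ground control replicate 3. Tet1, Tet2 and Tet3, which oxidize 5-mC, had log2 fold changes of -0.16 (SE 0.32), 0.36 (SE 0.24) and -0.16 (SE 0.19), and that of Tet1 lay between -0.28 and 0.10 as each library was left out. Tet3 had -0.07 without non-responder replicate 4. Genes of DNA demethylation went both ways, with 5 of 10 above 0 and a median of -0.02, while camera's direction was up (adjusted p = 0.879). That median lay between -0.08 and 0.16 as each library was left out. Of these 2 lists, 0 genes passed edgeR's quasi-likelihood test, adjusted over all genes tested or adjusted over the list alone. Hells, on the higher side, and Idh2, which makes the α-ketoglutarate that TET enzymes use, on the lower, had an unadjusted p under 0.05. None of them was called by the other tools.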

IPA analyses of differentially expressed transcripts identified DNA methylation as the primary canonical pathway to be significantly enriched in murine skin post-ESE (Figure 1C). Follow-up studies on DNA methylation was therefore performed. These studies recognized that responses to the exposure to ESE is dichotomous, thus identifying two distinct groups based on global methylation levels—non-responders and responders. In responders, but not in non-responders, 5-methylcytosine (5-mC; marker of DNA methylation) levels were sharply low (Figures 2A and 2B; Table S3). Conventionally, lowering of 5-mC denotes demethylated DNA associated with induction of corresponding gene expression.^13^^,^^14^ Immunohistochemical studies demonstrated that the ESE-responsive 5-mC-lowering effect was confined to specific E-cadherin^+^ epithelial and F4/80^+^ myeloid cell compartments (Figures 2C and 2D). Endothelial (PECAM1^+^) compartment was not involved in such kind of epigenetic regulation (Figure 2E). To understand the effect of the observed global methylation changes on specific genes and related pathways, an unbiased DNA methylation (methylome) sequencing approach was adopted (Table S4).

**Figure 2:**
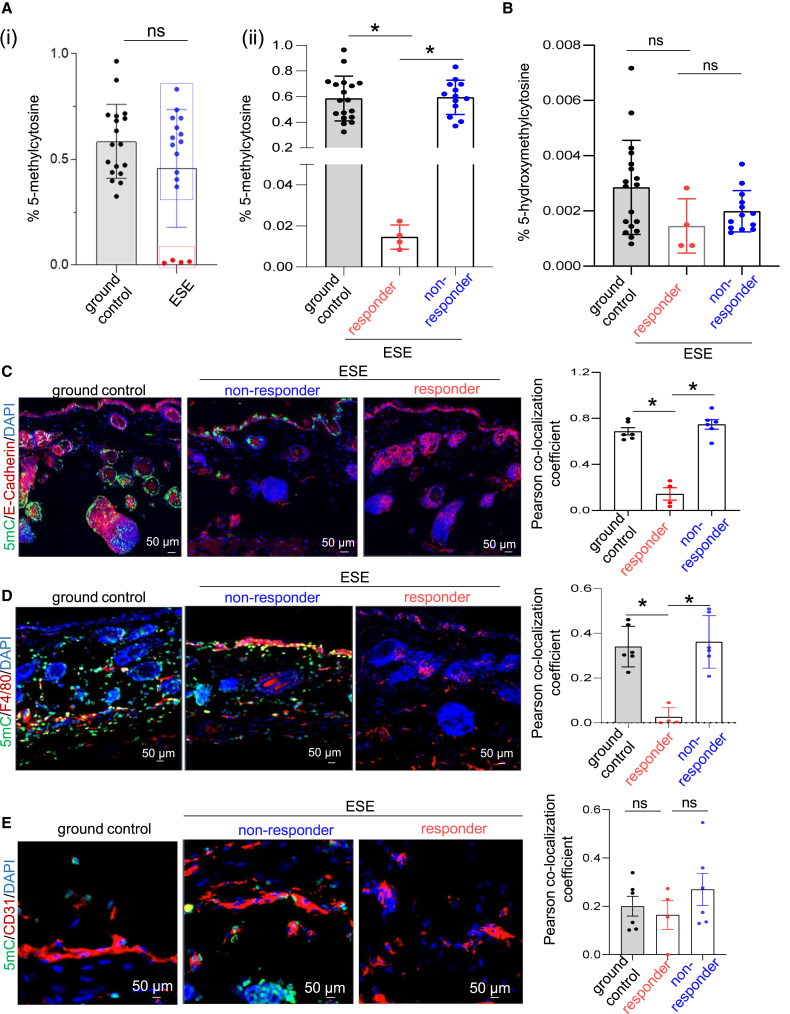
Dichotomous 5-methylcytosine levels in ESE responders and non-responders (A) The percentage of 5-methylcytosine (5mC) as measured using an enzyme-linked immunosorbent assay (ELISA) kit in (i) ground control (*n* = 18) and ESE (*n* = 17) groups; (ii) the ESE groups were further divided into responder ESE cohort (*n* = 4) and non-responder ESE cohort (*n* = 13) based on 5mC percentage. Data presented as mean ± SD. ∗*p* < 0.05; one-way ANOVA followed by Tukey’s multiple comparisons test. (B) The percentage of 5-hydroxymethylcytosine (5hmC) as measured using an ELISA kit in ground control and aforementioned responder ESE cohort (*n* = 4) and non-responder ESE cohort (*n* = 13). Data presented as mean ± SD. (C) Immunohistochemical (IHC) analysis of 5mC+/E-cadherin+ colocalization in ground control (*n* = 6), responder ESE cohort (*n* = 4), and non-responder ESE cohort (*n* = 6). Colocalization coefficients are represented as the mean ± SEM. ∗*p* < 0.05; one-way ANOVA followed by Tukey’s multiple comparisons test. (D) IHC analysis of 5mC+/F4/80+ colocalization in ground control (*n* = 6), responder ESE cohort (*n* = 4) and non-responder ESE cohort (*n* = 6). Colocalization coefficients are represented as the mean ± SEM. ∗*p* < 0.05; one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bars, 50 μm. (E) IHC analysis of 5mC+/CD31+ colocalization in ground control (*n* = 6), ESE responders (*n* = 4), and ESE non-responders (*n* = 6). Colocalization coefficients are represented as the mean ± SEM. Scale bars, 50 μm. See also Table S3. n represents number of animals.

### ESE induced genome-wide hypomethylation in responders

Pairwise comparison using reduced representation bisulfite sequencing (RRBS) identified statistically significant DMRs with a q-value cutoff <0.01 and a methylation difference higher than 25%. The number of hypomethylated DMRs in responder ESE cohort (1278) was >2-fold high compared to non-responder ESE cohort (590) with respect to the ground controls (q-value cutoff <0.01 and a methylation difference >25%) (Figures 3A–3H). Such increased number of hypomethylated DMRs were also observed in responders when directly compared with non-responders (Figures S1A–S1C). Interestingly, such differential methylation events were not specific to any particular genomic region or chromosome between responder and non-responder ESE cohort indicative of a global demethylation process (Figures 3I, 3J, and S1D). IPA of differential genetic pathways in responders identified the top three canonical pathways that were significantly hypomethylated. Nuclear factor κB (NF-κB), HIF-1α, and senescence pathways were hypomethylated in responders compared to ground controls or the non-responder ESE cohort (Figures 4A–4D and S1E). Identification of candidate genes enriched in the aforementioned pathways revealed that the developmental angiogenic genes such as FMS-like tyrosine kinase 1 (*Flt1*, also known as vascular endothelial growth factor receptor [*Vegf-R1*]), serine/threonine-protein kinase A-Raf *(Araf)*, and *Vegfb* were hypomethylated in the responder ESE cohort (Figures 4E and 4F). Such hypomethylation of candidate genes has been known to cause adaptive changes (e.g., angiogenesis) under terrestrial conditions.^15^^,^^16^^,^^17^ On the contrary, promoter hypermethylation of *Flt1* correlates with decreased expression and function of VEGF pathway genes impairing vascularization.^18^^,^^19^ To further understand the functional effects of such hypomethylation on gene expression, the DEGs between the non-responders and responders were analyzed using disease and function analysis tool in IPA software. 

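Transcripts of liver proteins were high in 1 library of the responder ESE cohort, replicate 1. Itih3, a plasma protease inhibitor heavy chain, had 46.7 ± 90.9 CPM (SD, n = 4) in responders, 0.270 ± 0.259 CPM (SD, n = 6) in non-responders and 0.343 ± 0.335 CPM (SD, n = 6) in ground controls. Its log2 fold change between responders and non-responders was 7.34 (SE 1.67, edgeR adjusted p = 0.879), and Hpx, the heme carrier hemopexin, had 4.43 (SE 0.98, edgeR adjusted p = 0.879) and Apoa5, an apolipoprotein, 8.99 (SE 2.05). All 12 liver genes measured were above 0, with a median of 6.00 (camera adjusted p = 3.93e-11, and adjusted p = 0.842 with an estimated correlation). Some genes of the liver list had been seen in Table S1 before the list was fixed. Of the liver genes measured, 11 passed edgeR's quasi-likelihood test when adjusted over the list alone and 0 over all genes tested. The liver genes summed to 3413 CPM in responder replicate 1 and to 2.18 to 287.7 CPM in the other 15 libraries. Responder replicates 2, 3 and 4 had 173.3, 24.57 and 7.52 CPM, non-responder replicate 4 had 287.7 CPM and the ground controls 6.64 to 26.41 CPM. By exact permutation of the sums, the p between the cohorts was 0.205 (adjusted p = 1.00). Without responder replicate 1 the list's median was 2.05 (adjusted p = 0.0344), and Itih3, Hpx and Apoa5 had 2.05, 2.05 and 4.73. Cbs, which channels homocysteine into cysteine synthesis, had 80.6 ± 16.9 CPM (SD, n = 4) in responders and 35.2 ± 10.6 CPM (SD, n = 6) in non-responders, a log2 fold change of 1.19 (SE 0.27, edgeR adjusted p = 0.879). Serinc4, of a family that puts serine into membrane lipids, had its lower mean in responders, with 0.520 ± 0.171 CPM (SD, n = 4) against 2.58 ± 1.29 CPM (SD, n = 6), a log2 fold change of -2.28 (SE 0.48, edgeR adjusted p = 0.879). Snx22, a sorting nexin gene that overlaps Ppib on the other strand, had -1.39 (SE 0.34, edgeR adjusted p = 0.962), and Sycp3, a meiotic gene silenced by methylation in somatic cells, had -5.03 (SE 1.47), and -3.01 without non-responder replicate 4. Between the 2 cohorts, 0 of 14107 genes passed edgeR's quasi-likelihood test at an adjusted p under 0.05. An unadjusted p under 0.05 was met by 306 genes, fewer than the 705 expected by chance with no gene changed. DESeq2 called 5 genes, Hpx, F2 and Itih4 as higher and Serinc4 and Sycp3 as lower. The likelihood ratio test called 4, Hpx, F2, Muc2 and Serinc4, and limma-voom called 0. F2, Itih4 and Muc2 were named after their values were seen. Against the ground controls, 1 of 14107 genes passed in responders and 0 in non-responders. At an unadjusted p under 0.05 stood 482 and 982 genes, where 705 would be expected by chance in each comparison. The gene called in responders, Tnk2os, overlaps Tnk2 on the other strand, had a log2 fold change of -3.53 (SE 0.50, adjusted p = 0.0402 in edgeR's quasi-likelihood test) and was named after its values were seen. Prss48, a serine protease, had -2.69 (SE 0.53, edgeR adjusted p = 0.274) in responders, and Rgs3, a regulator of G protein signaling, 1.36 (SE 0.33) and Ryr2, a calcium channel of muscle, 1.94 (SE 0.49) in non-responders. The call of Tnk2os held without non-responder replicate 3 or 5 and ended without each of the other 14 libraries, ground control replicates 1 to 6 included, with an adjusted p from 0.0552 without non-responder replicate 2 to 0.185 without responder replicate 4. For responders DESeq2 called 20 genes and the likelihood ratio test 21. The higher genes of both, among them Itih4, F2 and Pon1, were genes of liver or gut, tissues whose markers were highest in responder replicate 1. Without that replicate the log2 fold changes of Itih4 and Pon1 went from 5.99 and 5.69 to 2.66 and 3.70. The lower genes of both include Tnk2os and others that overlap a more abundant gene on the other strand. For non-responders DESeq2 called 3, Gm6484, Mfsd4 and Ttc25, and the likelihood ratio test 0. Gm6484 and Ttc25 were named after their values were seen, and limma-voom called 0 genes in both comparisons.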

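Genes of muscle contraction stood higher in the responder ESE cohort than in the non-responder ESE cohort: 33 of 37 were above 0, with a median log2 fold change of 0.53 (camera adjusted p = 6.24e-17, and adjusted p = 0.842 with an estimated correlation). Myh2, a myosin heavy chain of fast muscle, had 72.6 ± 88.6 CPM (SD, n = 4) in responders and 15.4 ± 24.6 CPM (SD, n = 6) in non-responders, a log2 fold change of 2.22 (SE 1.91, edgeR adjusted p = 1.00). Myh1, another such chain, had 1.89 (SE 1.87). Without responder replicate 3 the values of Myh2 and Myh1 were 0.95 and -0.51, and without non-responder replicate 3 they were 3.35 and 3.69. The list's median was 0.30 without non-responder replicate 2, 2.81 without non-responder replicate 3, 0.33 without non-responder replicate 5, 0.29 without non-responder replicate 6, 0.82 without responder replicate 1 and -0.01 without responder replicate 3, and -0.13 with the mission arm as a covariate. Genes of fatty acid metabolism had a median of -0.57, with 26 of 38 lower in responders (camera adjusted p = 0.0646). Fasn, fatty acid synthase, had 663 ± 164 CPM (SD, n = 4) in responders and 5146 ± 9343 CPM (SD, n = 6) in non-responders, a log2 fold change of -2.95 (SE 0.97, edgeR adjusted p = 1.00), and -1.06 without non-responder replicate 4. Acaca and Acly, which feed fatty acid synthesis, had -2.25 (SE 0.82) and -2.10 (SE 0.78), against -0.66 and -0.73 without it. The fatty acid list's median was 0.01 without that replicate. The list passed camera without non-responder replicate 1, non-responder replicate 2, non-responder replicate 3, non-responder replicate 5 and responder replicate 3 (camera adjusted p = 0.0314, 0.00334, 0.00647, 0.0177 and 0.0107, respectively) and with the mission arm as a covariate (adjusted p = 0.0340). Adipocyte markers moved with it: all 14 were lower in responders, with a median of -2.33 (camera adjusted p = 0.0305, and adjusted p = 0.999 with an estimated correlation), and their summed level was 11250 CPM in non-responder replicate 4. The adipocyte list's call ended without ground control replicate 1, ground control replicate 5, non-responder replicate 4, non-responder replicate 6, responder replicate 1 and responder replicate 4 (camera adjusted p = 0.0568, 0.0699, 0.345, 0.497, 0.533 and 0.0942, respectively), and without non-responder replicate 4 its median was -0.32. Genes of synapse and neuron had a median of -0.47, with 9 of 12 lower in responders (camera adjusted p = 0.638), and the median was -0.17 without responder replicate 2, -0.14 without responder replicate 3 and -0.31 without responder replicate 4. Nrxn3, a synaptic adhesion protein, had -5.48 (SE 2.47) against -3.63 without non-responder replicate 4. No gene of these lists passed edgeR's quasi-likelihood test when adjusted over all genes tested or adjusted over the list alone. Of the muscle, fatty acid, adipocyte and synapse lists 0, 7, 5 and 1 genes had an unadjusted p under 0.05.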

Non-responder mice were associated with loss of muscle function and contractility, loss of developmental process of synapse, diminished fatty acid metabolism, and gain of myopathy function as compared to responders (Figure S2). Responders were more resilient. Follow-up immunohistochemical studies validated that the expression of the corresponding proteins was indeed upregulated in the tissue of the responders.

**Figure 3:**
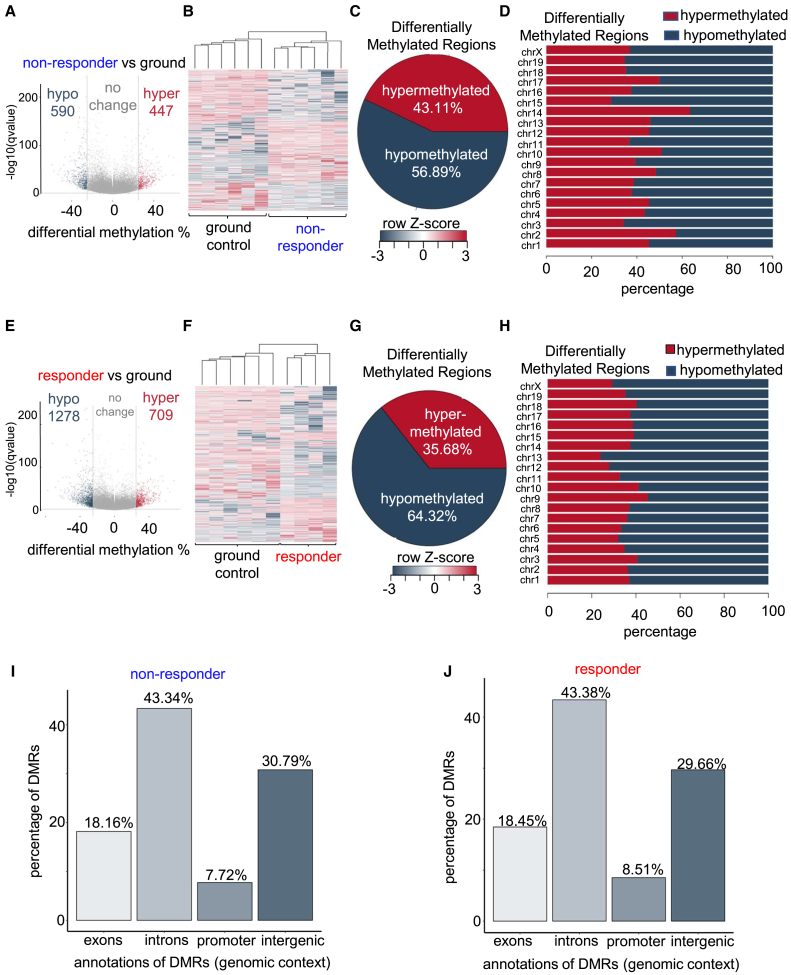
ESE induced genome-wide hypomethylation in responders (A) Volcano plot of total methylated regions in non-responder ESE cohort (*n* = 6) compared to ground controls (*n* = 6). Out of total 79,487 identified differentially methylated regions (DMRs), 1,037 significant DMRs (differentially methylated with a q-value smaller than 0.01 and at least 25% difference) were identified. Out of 1,037 significant DMRs, 590 were hypomethylated in responder ESE cohort and 447 were hypermethylated. (B) Clustering heatmap of significant DMRs identified in (A) and a heatmap was generated. (C) The pie chart shows the percentage of hyper- and hypomethylated regions in the comparison. Out of 1,037 significant DMRs, 590 (56.89%) were hypomethylated in responder ESE cohort and 447 (43.11%) were hypermethylated. (D) The percentage of hypo- and hypermethylated regions is plotted in a bar chart per chromosome in non-responder ESE cohort compared to ground controls. (E) Volcano plot of DMRs in responder ESE cohort (*n* = 4) compared to ground controls (*n* = 6). Out of total 82,489 identified DMRs, 1,987 significant DMRs (differentially methylated with a q-value smaller than 0.01 and at least 25% difference) were identified. Out of 1,987 significant DMRs, 1,278 were hypomethylated in responder ESE cohort and 709 were hypermethylated. (F) Clustering heatmap of significant DMRs in responder ESE cohort (*n* = 4) compared to ground controls (*n* = 6). The 1,987 significant DMRs (differentially methylated with a q-value smaller than 0.01 and at least 25% difference) were clustered, and a heatmap was generated. (G) The pie chart shows the percentage of hyper- and hypomethylated regions in the comparison. Out of 1,987 significant DMRs, 1,278 (64.32%) were hypomethylated in responder ESE cohort and 709 (35.68%) were hypermethylated. (H) The percentage of hypo- and hypermethylated regions is plotted in a bar chart per chromosome in responder ESE cohort compared to ground controls. (I) Bar graph showing the percentage genomic distribution (exons, introns, promoters, or intergenic) of DMRs in non-responder and (J) in responder ESE groups. See also Figures S1 and S2, Table S4. n represents number of animals.

**Figure 4:**
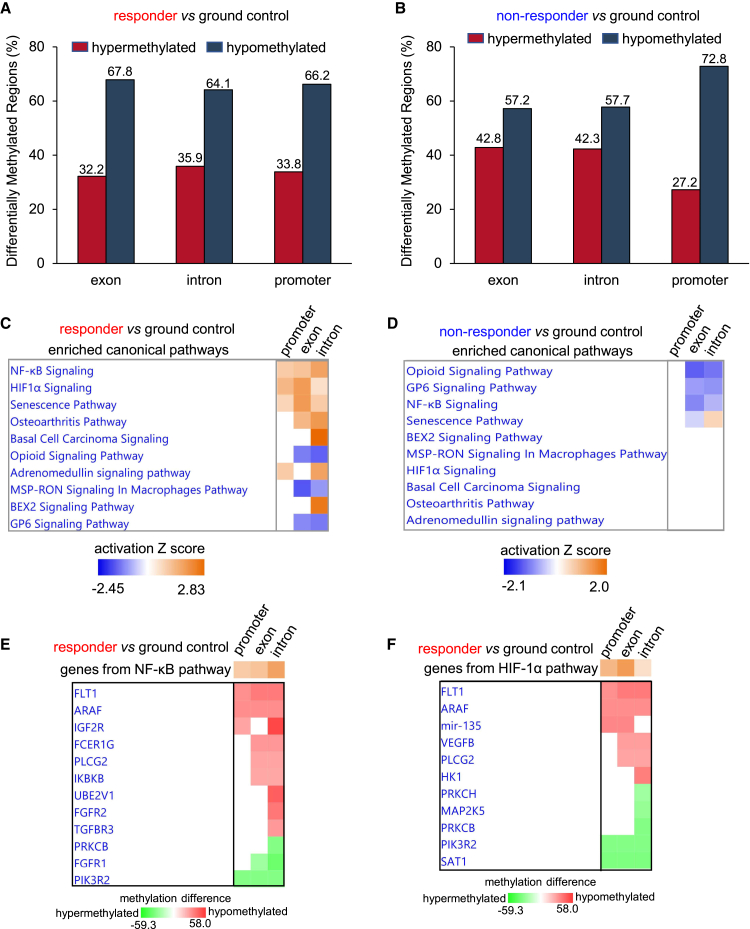
ESE-induced promoter hypomethylation increased angiogenic gene expression (A) Bar graph showing significant DMRs annotated in exon, intron, and promoter regions in responder ESE cohort (*n* = 4) compared to ground controls (*n* = 6). (B) Bar graph showing significant DMRs annotated in exon, intron, and promoter regions in non-responder ESE cohort (*n* = 6) compared to ground controls (*n* = 6). (C) Canonical pathways enriched by the DMRs annotated in exon, intron, and promoter regions in responder ESE cohort (*n* = 4) compared to ground controls (*n* = 6) using comparison analysis function of ingenuity pathway analysis (IPA). (D) IPA generated canonical pathways in non-responder ESE cohort (*n* = 6) enriched by the DMRs annotated in exon, intron, and promoter regions as compared to ground controls (*n* = 6). (E) Heatmap showing the expression pattern of genes involved in NF-κB pathway and (F) HIF1α pathway in responder ESE cohort (*n* = 4) as compared to ground controls (*n* = 6). n represents number of animals.

### ESE-induced promoter-hypomethylation increased angiogenic gene expression

Global RRBS methylome analysis revealed that developmental angiogenesis markers such as *Flt1* and *Araf* were hypomethylated in all three major genomic compartments, i.e., promoter, exon, and intron. ESE-induced significant hypomethylation was observed in the *Araf* gene in the responder ESE cohort (41.2%) vs*.* non-responder cohort (29.4%) when compared individually to ground controls (Figures 5A–5C and S3). Such hypomethylation was associated with an increase in the protein expression of ARAF in the responder ESE cohort (Figure 5D). A similar trend of hypomethylation was observed in other key angiogenic genes *Flt1* and *Vegfb* when investigated using targeted bisulfite sequencing (Figures 6A–6C and S4A–S4C). 

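In the non-responder ESE cohort, all 18 measured endothelial markers were above the ground controls, with a median log2 fold change of 1.55 (camera adjusted p = 0.0195, and adjusted p = 0.835 with an estimated correlation). Kdr, the main VEGF receptor of endothelium, had 34.6 ± 65.4 CPM (SD, n = 6) in non-responders, 4.91 ± 3.45 CPM (SD, n = 4) in responders and 5.14 ± 9.41 CPM (SD, n = 6) in ground controls. Its log2 fold change in non-responders was 2.69 (SE 1.36, edgeR adjusted p = 0.660), and 4.79 without ground control replicate 6 and 0.77 without non-responder replicate 4. Notch4 and Dll4, of endothelial Notch signaling, had 1.85 (SE 0.75) and 2.69 (SE 1.21), against 0.80 and 0.79 without non-responder replicate 4, and Dll4 had 4.22 without ground control replicate 6. The endothelial genes summed to 892.9 CPM in non-responder replicate 4, 260.8 CPM in non-responder replicate 6, 255.6 CPM in ground control replicate 6 and 25.0 to 93.1 CPM in the other 13 libraries. The same 3 libraries were the highest in adipocyte markers, at 11250, 1638 and 4670 CPM against 259.5 to 1049 CPM in the others. Non-responder replicate 4 and ground control replicate 6 were also the highest in fibroblast and matrix markers, at 2407 and 2046 CPM against 521.8 to 1153 CPM. The medians of these sums were 47.11 CPM in non-responders, 72.41 CPM in responders and 40.27 CPM in ground controls, and non-responder replicates 1, 2 and 5, at 26.19 to 28.55 CPM, lay below every responder, at 60.05 to 93.12 CPM. By exact permutation of the sums, the p was 0.463 for non-responders against ground controls (adjusted p = 0.817) and 0.719 between the cohorts (adjusted p = 1.00). In non-responders the endothelial list's call ended without ground control replicate 1, ground control replicate 2, ground control replicate 3, non-responder replicate 4 and non-responder replicate 6 (camera adjusted p = 0.146, 0.0729, 0.0876, 0.930 and 0.337, respectively), and its median was 2.60 without ground control replicate 6 and 0.15 without non-responder replicate 4. In responders, 9 of the endothelial markers were above the ground controls and 9 below, with a median of -0.02, while camera called them as higher (adjusted p = 0.0377, and adjusted p = 0.904 with an estimated correlation). That median was 1.21 without ground control replicate 6, and the call ended without ground control replicates 1, 2, 3 or 4 or responder replicates 2, 3 or 4 (adjusted p from 0.0624 to 0.205). Pecam1, an endothelial adhesion molecule, had a log2 fold change of 0.10 (SE 1.08, edgeR adjusted p = 0.996) in responders, and 1.32 without ground control replicate 6. Between the cohorts, 17 of the markers were lower in responders, with a median of -1.47 (camera adjusted p = 0.651), and without non-responder replicate 4 the median was -0.31 and the adjusted p 0.0136. Genes of angiogenesis had 13 of 32 above 0 in responders against ground controls, with a median of -0.06 (camera adjusted p = 0.751, direction up), and 0.21 without ground control replicate 6. In non-responders 21 were above 0, with a median of 0.29 (camera adjusted p = 0.370), and -0.05 without non-responder replicate 4. Between the cohorts the median was -0.34 (camera adjusted p = 0.638), and 0.0058 without that replicate. No gene of either list passed edgeR's quasi-likelihood test in any of the 3 comparisons when adjusted over all genes tested or adjusted over the list alone, and the other tools called none of them. In non-responders Egfl7 and Robo4 of the endothelial list, with log2 fold changes of 1.94 (SE 0.88) and 2.30 (SE 1.08), 0.98 and 0.75 without non-responder replicate 4, and Notch4 and Dll4 of the angiogenesis list had an unadjusted p under 0.05. In the comparisons of responders 0 genes had.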

Based on DEGs, angiogenesis biofunction was enriched in responders (activation *Z* score = 1.8) compared to non-responders (activation *Z* score = 0.7). 

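Genes of VEGF signaling went both ways in both cohorts. In responders against ground controls, 15 of 36 were above 0 and 21 below, with a median log2 fold change of -0.03, while camera's direction was up (adjusted p = 0.598). In non-responders against ground controls, 19 of the genes were above 0, with a median of 0.04 (camera adjusted p = 0.536). Nos3, the nitric oxide synthase of endothelium, had 15.4 ± 27.4 CPM (SD, n = 6) in non-responders and 3.84 ± 3.09 CPM (SD, n = 6) in ground controls, a log2 fold change of 1.98 (SE 0.93, edgeR adjusted p = 0.660), and 0.25 without non-responder replicate 4. In responders Nos3 had -0.03 (SE 1.01), which lay between -0.19 and 0.43 as each library was left out. The test of the difference between the cohorts gave a median of 0.04 for the list, while camera's direction was down (adjusted p = 0.931). As each library was left out, the 3 medians lay between -0.03 and 0.07 in responders, between -0.03 and 0.10 in non-responders and between -0.04 and 0.04 for the difference. In edgeR's quasi-likelihood test, 0 genes of the list passed when adjusted over all genes tested or adjusted over the list alone, and 1, 2 and 0 had an unadjusted p under 0.05 in the 3 comparisons.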

The analyses of upstream regulators predicted the activation of VEGF in responders (activation *Z* score = 3.6) (Figure 6D) compared to non-responders (activation *Z* score = 2.7). Taken together, these two sets of high-throughput genomic analyses (RRBS and mRNAseq) demonstrated the upregulation of VEGF-mediated angiogenesis pathway and found to be activated in responder ESE cohort.

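No difference of Flt1, Vegfa, Vegfb or Araf, between the cohorts or from the ground controls, passed the test. Flt1, the VEGF receptor that the paper reports as hypomethylated, lies on chromosome 5 from 147562196 to 147725988 (mm10) and had 4.73 ± 2.00 CPM (SD, n = 4) in responders, 16.5 ± 24.3 CPM (SD, n = 6) in non-responders and 7.61 ± 10.6 CPM (SD, n = 6) in ground controls. Its log2 fold change against ground controls was -0.71 (SE 1.02, edgeR adjusted p = 0.976) in responders and 1.09 (SE 0.90, edgeR adjusted p = 0.687) in non-responders, and -1.80 (SE 1.06, edgeR adjusted p = 1.00) between the cohorts. Without ground control replicate 6 these 2 values against ground controls were 0.50 and 2.30, and without non-responder replicate 4 the value in non-responders was -0.04 and that between the cohorts -0.64. Vegfb, a ligand of Flt1 on chromosome 19 from 6982472 to 6987651, had 3.42 ± 1.10 CPM (SD, n = 4) in responders, 5.10 ± 3.37 CPM (SD, n = 6) in non-responders and 6.29 ± 3.86 CPM (SD, n = 6) in ground controls. Its log2 fold changes were -0.88 (SE 0.46), -0.30 (SE 0.40) and -0.58 (SE 0.46) in the same order. Without ground control replicate 6 the first 2 were -0.46 and 0.13, and without non-responder replicate 4 the last was -0.17. Araf, a RAF kinase on chromosome X from 20848543 to 20860521, had 86.3 ± 25.2 CPM (SD, n = 4), 79 ± 10.6 CPM (SD, n = 6) and 89.5 ± 14.5 CPM (SD, n = 6), with log2 fold changes of -0.05 (SE 0.19), -0.18 (SE 0.17) and 0.13 (SE 0.19). The value of Araf in responders lay between -0.28 and 0.04 as each library was left out, and that between the cohorts between -0.10 and 0.19. In non-responders Araf had -0.10 without ground control replicate 4 and -0.11 without non-responder replicate 1. Vegfa, the ligand of Kdr and Flt1, had log2 fold changes of 0.20 (SE 0.52) in responders, -0.17 without responder replicate 1, and 0.65 (SE 0.47) in non-responders, 0.14 without non-responder replicate 4. Between the cohorts Vegfa had -0.45 (SE 0.53), and 0.08 without non-responder replicate 4, -0.87 without responder replicate 1 and -0.25 without responder replicate 3. The adjusted p of Vegfa, Vegfb and Araf in edgeR's quasi-likelihood test was from 0.665 to 1.00. In the authors' deposited table, whose log fold changes are theirs, Flt1 had -0.69 in responders and 1.10 in non-responders against ground controls, and 1.79 for non-responders against responders.

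**Figure D2:**
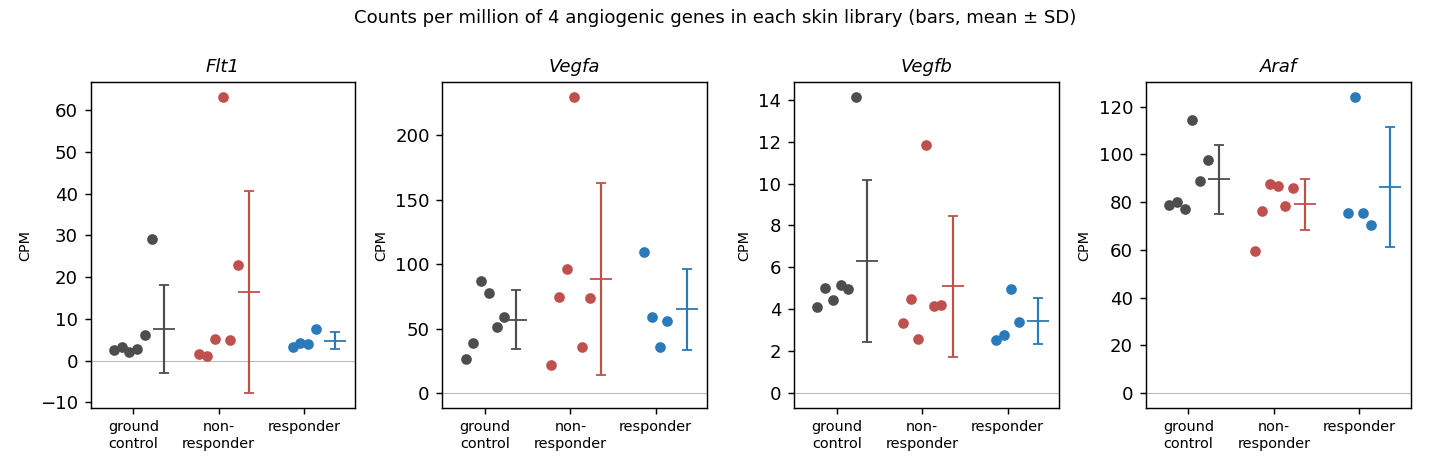
CPM of Flt1, Vegfa, Vegfb and Araf in each library of the ground controls (n = 6), the non-responder ESE cohort (n = 6) and the responder ESE cohort (n = 4). Bars are means, error bars are SD and points are libraries; non-responder replicate 4 holds the highest point of Flt1.

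From the RRBS and the RNA sequencing together, the paper concludes that the VEGF-mediated angiogenesis pathway was upregulated and was active in the responder ESE cohort.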

**Figure 5:**
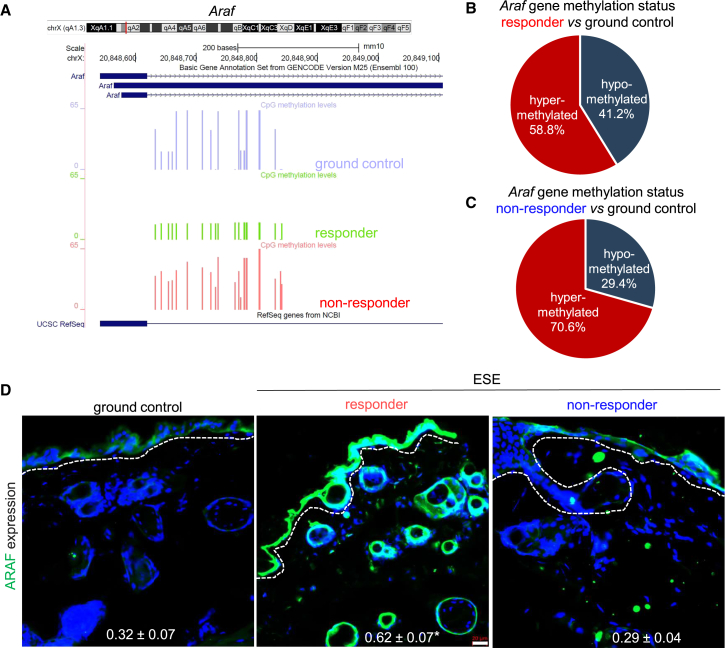
ESE-induced gene hypomethylation increased angiogenic gene expression (A) Targeted validation of *Araf* gene methylation status in ground control, responder ESE cohort, and non-responder ESE cohort. Genome track showing the *Araf* locus (top). Representative DNA methylation tracks (bottom) show diminished levels of methylated CpGs in responder ESE skin as compared to non-responder ESE or control skin. Full image of genome track is also shown in Figure S3. (B) Venn diagram showing the percentage of hypomethylated (blue) and hypermethylated (red) CpGs in *Araf* gene in responder ESE cohort (*n* = 4) vs. ground control (*n* = 12) and (C) in non-responder ESE cohort (*n* = 6) vs. ground control (*n* = 12). (D) IHC analysis of ARAF intensity in ground control, ESE responders, and ESE non-responders (*n* = 3). Colocalization coefficients are represented as the mean ± SEM on the image. ∗*p* < 0.05; responder ESE vs. ground control; one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bar, 20 μm. n represents number of animals.

**Figure 6:**
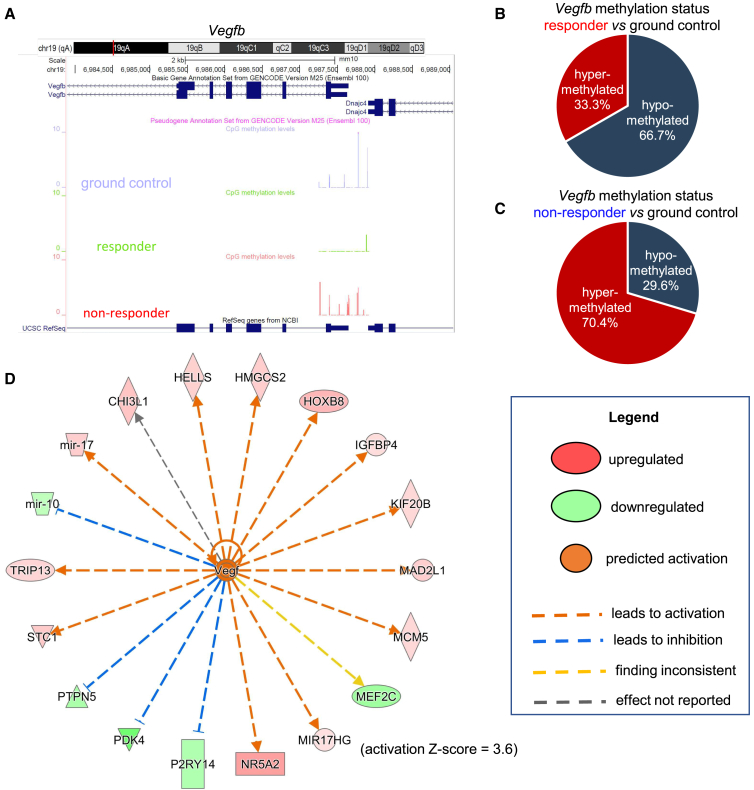
ESE-induced promoter hypomethylation increased VEGF-mediated angiogenesis pathway in responders (A) Targeted validation of *Vegfb* gene promoter methylation status in ground control, responder ESE cohort, and non-responder ESE cohort. Genome track showing the *Vegfb* locus (top). Representative DNA methylation tracks (bottom) show diminished levels of methylated CpGs in responder ESE skin as compared to non-responder ESE or control skin. (B) Venn diagram showing the percentage of hypomethylated (blue) and hypermethylated (red) CpGs in *Vegfb* gene in responder ESE cohort (*n* = 4) vs. ground control (*n* = 12) and in (C) non-responder ESE cohort (*n* = 6) vs. ground control (*n* = 12). (D) To quantify transcriptional differences between the skin of the mice of responder ESE cohort compared to ground controls, targeted RNA sequencing was performed. Upstream regulator prediction analysis of DEGs, high in responder ESE cohort was performed using IPA. The candidates from VEGF Pathway were enriched in responder ESE cohort. See also Figure S4, Table S5. n represents number of animals.

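The network genes of Fig. 6D named here as drawn higher all had a log2 fold change above 0 in responders against ground controls. Hoxb8, a homeobox transcription factor, had 8.45 ± 2.72 CPM (SD, n = 4) in responders and 1.49 ± 1.41 CPM (SD, n = 6) in ground controls, a log2 fold change of 2.55 (SE 0.98, edgeR adjusted p = 0.976). Igfbp4, a binding protein of insulin-like growth factors, had 1.16 (SE 0.43) and Stc1, a secreted glycoprotein, 1.89 (SE 0.85). The cell cycle genes Mad2l1, Mcm5, Trip13, Kif20b and Hells had 1.70, 1.38, 1.48, 1.39 and 1.56 (SE 0.66, 0.58, 0.57, 0.72 and 0.61). The nuclear receptor Nr5a2 had 3.29 (SE 1.32). Without responder replicate 1 the values of Hells, Igfbp4, Kif20b, Nr5a2 and Stc1 were 1.03, 0.75, 0.49, 1.01 and 1.20, and without responder replicate 4 those of Mad2l1 and Mcm5 were 0.96 and 0.66. Of the genes drawn as lower, Mef2c, a transcription factor of muscle, had -2.46 (SE 1.12, edgeR adjusted p = 0.976), Pdk4, a kinase that blocks pyruvate dehydrogenase, -3.62 (SE 1.71) and Ptpn5, a tyrosine phosphatase, -2.17 (SE 0.90). Without ground control replicate 6, Mef2c had -0.25 and Pdk4 -0.35. In non-responders against ground controls, Stc1 had 2.08 (SE 0.81), Ptpn5 -2.35 (SE 0.80) and Nr5a2 2.29 (SE 1.23). The network genes belong to those the study chose from these mice, so their directions are not independent evidence. All of these responder values had an adjusted p of 0.976 in edgeR's quasi-likelihood test, and P2ry14 had too few counts to be tested.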

## Discussion

In the timescale of 3.8 billion years of the existence of earth, bipedal hominins have evolved over a span of seven million years.^20^ Rodents have existed on earth for an estimated 100 million years.^21^ It is during this time span that evolution on earth has produced phenotypes adjusted to life on earth. Developmental plasticity, adaptive and responsive to natural selection, has made distinct phenotype choices from the same genotype resources. Evolutionary and ecological forces have determined the phenotype of taxa. If this is the basis of what we today know as terrestrial physiology, the question is how rapidly life may re-adjust in response to exposure to extreme living conditions, terrestrial or extra-terrestrial. To life forms adjusted to terrestrial living, space presents itself as a hostile environment.^22^ To cope with extra-terrestrial conditions, terrestrial living organisms must undergo substantial adaptations in the respiratory and metabolic processes, muscle and bone composition, and body mass.^23^ In humans, such adaptation to ESE involves an array of genomic and epigenomic changes.^23^ In addition to such short-term effects, ESE has the clear potential to impact evolutionary biology.^23^ The ability of the body to be responsive to such demands of survival is a measure of resilience.

Current research in space biology predominantly focuses on the loss of bodily structure and function with respect to terrestrial living. Specific examples include loss of bone and muscle mass, deconditioning of the cardiovascular system, immune-dysregulation, and changes in metabolism. Although these changes are broadly categorized as “maladaptation,” it must be recognized that such changes represent a partial view of bodily adaptations as it seeks to position itself to survive in a spaceship under ESE conditions. Rarely are we interested in any gain of bodily function that is likely to be in play concurrent with the aforementioned “maladaptation” as the body seeks to cope and survive under extra-terrestrial conditions. To appreciate the significance of resilient changes occurring in the body under extra-terrestrial conditions, we must adopt a perspective that is different from the assumption that any departure from the norms of terrestrial living is maladaptive and pathological. The induction of genomic plasticity in response to ESE, as reported herein, may be viewed as a mark of biological resilience that is evident in a minority of organisms exposed to the same stressor.

Exposure to ESE is known to result in biological outcomes that vary from individual to individual. For example, loss of bone or body mass loss varies among individuals.^23^ The ability of the same genotype to produce different phenotypes under different environmental conditions is a notion that is generally accepted in evolutionary biology. A reaction norm defines the range of phenotypes expressed by a genotype along an environmental gradient.^24^ The ESE responder-non-responder paradigm that has emerged in this work supports the notion that the sensitivity of genomic plasticity to ESE may be highly contrasting among inbred mice of comparable genotype. From a pool of over 12,000 people who applied to be an astronaut, NASA selected 10 as astronaut candidates and went on to be flight-eligible. The efficacy of such selection process to identify those who naturally induce genomic plasticity in response to ESE remains to be known. Furthermore, the significance of such natural resilience to ESE for long-term space missions such as the *Human to Mars* mission would be of critical value to select astronauts for such programs.

The NASA twins study report on epigenetic changes in response to actual or simulated ESE.^25^ In the CD4 cell compartment under inflight conditions, subtle decrease in genome-wide mean methylation levels was reported. The comparison of local methylation changes in inflight compared to preflight revealed the enrichments for genes involved in the response to platelet-derived growth factor (PDGF) pathway. In addition, the plasma levels of VEGF increased in the astronaut exposed to ESE in the days after return and continued to be increased 6 months after return. Taken together, ESE demethylated and thus enhanced the expression of angiogenic genes. Such findings are in concordance with the overall findings of this work. The vascular system appears to be particularly responsive to ESE.^26^^,^^27^ Blood redistribution is widely acknowledged as an acute phase response to microgravity.^28^ The terrestrial paradigm of highest arterial pressure in the feet and lowest in the head is upset in microgravity, thus placing a demand on the vascular system to cope.^22^ Functional adaptation of the vascular system to microgravity includes upregulation of nitric oxide synthase (NOS) and subsequent nitric oxide (NO) synthesis through activation of PI3K-Akt-eNOS signaling pathway.^29^ These changes in gene expression can be attributed to the combined loss of abundance of the DNA methyltransferase family members (DNMT1, 3a, and 3b) and gain in the levels of ten-eleven translocation (TET) family proteins (TET1, 2 and 3) following long-term exposure to ESE, which in turn induces promoter hypomethylation.^30^^,^^31^^,^^32^ In this work, hypomethylation-induced increase in *Vegf* and *Flt1* gene expression was observed in responder ESE cohort. These genes are known to signal via the PI3K-Akt-eNOS pathway.^33^

This is one of the first reports on mission RRRM-1 providing the context for future literature on this mission. Because the data presented in this paper are from females, sex-specific differences are not captured. Certain DNA methylation patterns and the levels of methyl transferases along with other epigenetic regulators may vary with sex.^34^^,^^35^ To address this limitation, additional analysis on the femoral skin from male mice from JAXA MHU-2 mission was conducted using NASA Open Science for Life in Space repository (GeneLab ID: GLDS-239; https://doi.org/10.26030/s7k9-7958). Upregulation of predicted biological functions such as ESC pluripotency, self-renewal of cells, and proliferation of ESC was also observed in male mice similar to females (Figure S5A). The other pathways that followed the similar upregulation in males upon ESE were signaling by VEGF, HIF signaling, and sirtuin signaling pathway (Figure S5B). These observations lay the foundation to future studies addressing this paradigm in humans.

The larger goal of understanding genomic plasticity as a function of ESE is likely to define limits for mammalian adaptive physiology. Thus, a paradigm would emerge wherein our understanding of mammalian physiology and its ability to cope with stress will be transformed. This would set the stage for teasing out specific variables, components of ESE, that induce rapid epigenetic changes and translating the knowledge gained about tissue plasticity to develop therapeutic strategies. On the scientific front, we are likely to find cell states and fates that would be responsible for setting functional limits of the body. Future studies will employ tools such as single-cell RNA sequencing and spatial transcriptomic studies to gain fundamental insights in tissue and organ biology. On the translational front, regenerative therapies will be inspired by the findings of the proposed work.

### Limitations of the study

Limitations of this study include a relatively small sample size, and the obvious challenges associated with collection and return of in-flight samples^36^^,^^37^ contributing factors such as microgravity, space radiation exposure, psychological stress, nutrition, and exercise cannot be isolated and tested, so the ESE studied in this work involves numerous variables in play ranging from known factors such as microgravity to ESE factors that remain to be identified. For the purposes of this work, it was not of interest to isolate the variables in play and therefore we consider ESE as one combined variable.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Chandan K Sen ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

Generated bulk RNA-seq and RRBS methylation data have been deposited at GEO under accession numbers GSE268753 and GSE268755. This paper does not report any original code. Any additional information required to analyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

Research programs of K.S. is supported by 10.13039/100000005U.S. Department of Defense grants W81XWH-22-1-0146 & HT94252410131; NIH-R01 grant DK136814-01; and grants from the Commonwealth of Pennsylvania. Research programs of C.K.S. is supported by NIH-R01 grants DK128845, DK141513, DK135447, and DK125835.

## Author contributions

K.S., P.V., and C.K.S. designed the study. K.S., P.V., Y.R., M.K., S.V., S.M., and R.S. participated in experiments and related data analysis. K.S. and C.K.S. wrote the manuscript. L.W. and A.B. reviewed and edited the manuscript. All authors read and approved the final manuscript.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors used Dall E3 to generate the schematics for graphical abstract. After using this tool, the authors reviewed and edited the content using Adobe Photoshop and take full responsibility for the content of the publication.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-5-mC (rabbit monoclonal)	Cell Signaling Technology	Cat# 28692S; RRID: AB_2798962
anti-5-hmC (rabbit monoclonal)	Abcam	Cat# ab214728; RRID: AB_2797407
anti-E-cadherin (rat monoclonal)	Invitrogen	Cat# 13–1900; RRID: AB_2533005
anti-CD31 (rat monoclonal)	BD Pharmingen	Cat# 550274; RRID: AB_393571
anti-F4/80 (rat monoclonal)	Bio-Rad	Cat# MCA497R; RRID: AB_323279
anti-ARAF (rabbit polyclonal)	Proteintech Group	Cat# 22129-1-AP; RRID: AB_2879001
Alexa 568-tagged α-sheep	Invitrogen	Cat# A-21099; RRID: AB_2535753
Alexa 568-tagged α-rat	Abcam	Cat# ab175476; RRID: AB_2813739
Alexa 488-tagged α-rabbit	Invitrogen	Cat# A-11008; RRID: AB_143165

**Biological samples**		

Femoral skin samples (∼10–16 weeks) female BALB/cAnNTac mice, Taconic Biosciences	International Space Station (ISS) National Laboratory’s Biospecimen Sharing Program	Rodent Research-8 mission (RRRM-1)

**Critical commercial assays**		

DNeasy Blood & Tissue Kit	Qiagen	69504
MethylFlash™ Methylated DNA Quantification ELISA Kit	Epigentek	P-1030
MethylFlash™ Global DNA Hydroxymethylation (5-hmC) ELISA Kit	Epigentek	P-1032
PicoPure™ RNA Isolation Kit	Applied Biosystems	KIT0204
RNase Cocktail	Invitrogen	AM2288
Agencourt® AmpureXP beads	Beckman Coulter	A63882
DNF-488 High Sensitivity genomic DNA Analysis Kit	Agilent	DNF-488-FR
Premium Reduced Representation Bisulfite Sequencing (RRBS) Kit	Diagenode	C02030033
EZ DNA Methylation-Lightning™ Kit	Zymo Research	D5030
MiSeq V2 300bp Reagent Kit	Illumina	MS-102-2001

**Deposited data**		

Raw and analyzed data	This paper	GEO: GSE268753 and GSE268755
Raw and analyzed data	JAXA MHU-2 mission	GeneLab ID: GLDS-239; https://doi.org/10.26030/s7k9-7958

**Software and algorithms**		

ImageJ	NIH	https://imagej.nih.gov/ij/
Zen software	Zeiss microscopy	https://www.zeiss.com/microscopy/en/products/software/zeiss-zen-lite.html
FastQC/MultiQC	N/A	0.11.5
STAR	Dobin et al.^38^	2.5
NGSUtils, bamutils	Breese et al.^39^	0.5.9
subread/featureCounts	Liao et al.^40^	1.5.1
edgeR	Robinson et al.^41^	3.30.3
Refernce genome	UCSC	mm10/refGene
Methylkit	R/Bioconductor	1.7.0
annotatr	R/Bioconductor	NA
Hierarchical Indexing for the Spliced Alignment of Transcripts (HISAT2)	Kim et al.^42^	NA
SAMtools	Li et al.^43^	0.1.19
Ingenuity Pathway Analysis (IPA) database	QIAGEN Inc	NA
StringTie	Pertea et al.^44^	1.2.1
DE-seq2	Love et al.^45^	NA
ggplot2	Ito et al.^46^	NA

**Other**		

Zeiss Axio Scan fluorescence microscope	Zeiss microscopy	https://www.zeiss.com/microscopy/en/products/imaging-systems/axioscan-for-biology.html
Bioanalyzer 2100	Agilent	https://www.agilent.com/en/product/automated-electrophoresis/bioanalyzer-systems/bioanalyzer-instrument
NovaSeq 6000	Illumina	https://www.illumina.com/systems/sequencing-platforms/novaseq.html
4200 TapeStation system	Agilent	https://www.agilent.com/en/product/automated-electrophoresis/tapestation-systems/tapestation-instruments/4200-tapestation-system-228263

### Experimental model and study participant details

#### Skin samples from mice

Femoral skin samples from 35 young (∼10-16 weeks) female BALB/cAnNTac mice (Taconic Biosciences) were obtained through the International Space Station (ISS) National Laboratory’s Biospecimen Sharing Program, and no live animals were involved in this study. These mice belonged to the SpaceX CRS-16 Rodent Research-8 mission [also known as Rodent Research Reference Mission-1 (RRRM-1)] and were procured from ISS National Laboratory in collaboration with Dr. Liz Warren. The detailed information regarding the RRRM-1 mission is available through ISS laboratory’s Center for the Advancement of Science in Space (CASIS) research archive (www.iss-casis.org/research-on-the-iss/solicitations/2018-rodent-research/). Briefly, this study investigated skin samples from 17 mice that were flown to space [10 euthanized on-orbit after 22-23 days; 7 euthanized post-landing (40 days in space and allowed to recover for 2 days before sacrifice) and 18 mice age-matched ground control animals.

### Method details

#### RNA sequencing and analysis

For targeted RNA sequencing, total RNA was extracted using ABI Picopure RNA isolation kit and quality assessment was performed using Agilent 2100 Bioanalyzer. The paired-end library was prepared with 30-200ng of RNA using Agilent SureSelect Custom cDNA Conversion Module, plus SSEL XTHS reagent Kit with Mouse All Exon V2 (67.1Mb). Sequencing was performed using NovaSeq 6000 S2 kit on Illumina NovaSeq 6000 platform with a read length of 100bp. The sequence reads were mapped to the designated reference genome using STAR (Spliced Transcripts Alignment to a Reference).^38^ To evaluate the quality of the RNA-seq data, the number of reads that fall into different annotated regions (exonic, intronic, splicing junction, intergenic, promoter, UTR, etc.) of the reference genes were determined with bamUtils.^39^

For differential gene expression (DEG) analysis, low quality mapped reads (including reads mapped to multiple positions) were excluded and featureCounts^40^ was used to quantify the gene level expression. DEG analysis was performed with edgeR.^41^ In this workflow, the statistical methodology applied uses negative binomial generalized linear models with likelihood ratio tests.

For comparison between ground control and ESE as mentioned in Figure 1, the processed raw sequencing reads were aligned onto the mouse reference genome (mm39) using Hierarchical Indexing for the Spliced Alignment of Transcripts (HISAT2).^42^ Resulting SAM (Sequence Alignment/Map) files were postprocessed using SAMtools (version 0.1.19)^43^ for converting SAM to BAM (Binary Alignment/Map), followed by sorting and indexing the output BAMs. The sorted BAM files were parsed using the python script (prepDE.py) provided by StringTie (version 1.2.1)^44^ to obtain the count matrix for gene levels across the samples. This count matrix was used to perform the differential expression analysis between ESE and ground control samples using DE-seq2.^45^ Differentially expressed and statistically significant genes identified in all comparisons were illustrated in volcano plots generated using ggplot2^46^ package in R.

#### Reduced representation bisulfite sequencing (RRBS) analysis

RRBS analysis was performed using Diagenode Epigenomics Services (Diagenode, Cat# G02020000) on total DNA isolated from murine skin samples using the DNeasy Blood & Tissue Kit (Qiagen, Cat# 69504) as per manufacturer’s instructions. The Quantity and sample integrity assessment of DNA starting material were determined via 4200 TapeStation system (Agilent). Genomic DNA was treated with RNase Cocktail (Invitrogen, Cat# AM2288) for 30min at 37°C to remove contaminating small RNAs. Following the treatment, the DNA was purified using a 2x beads:sample ratio of Agencourt® AmpureXP beads (Beckman Coulter). DNA concentration was measured using the Qubit® dsDNA BR Assay Kit (Thermo Fisher Scientific) and quality was assessed with the Fragment Analyzer™ and the DNF-488 High Sensitivity genomic DNA Analysis Kit (Agilent). RRBS libraries were prepared using the Premium Reduced Representation Bisulfite Sequencing (RRBS) Kit (Diagenode Cat# C02030033). 100ng of genomic DNA were used to start library preparation. Following library preparation, samples were pooled together. PCR clean-up after the final library amplification was performed using a 1.45x beads:sample ratio of Agencourt® AMPure® XP (Beckman Coulter). RRBS library pools were sequenced on a NovaSeq6000 (Illumina) using 50 bp paired-end read sequencing (PE50).

Quality control of sequencing reads obtained was performed using FastQC version 0.11.8. Adapter removal was perfomed using Trim Galore!^47^ version 0.4.1. Reads were then aligned to the mouse reference genome GRCm38/mm10 using bismark v0.20.0.^48^ The spike-in control sequences were used at this step to check the bisulfite conversion rates and to validate the efficiency of the bisulfite treatment. Methylkit v1.7.0,^48^ a R/Bioconductor package, was used to perform the differential methylation analysis. The CpG data set was filtered for low coverage (CpGs with coverage less than 10X in all samples per comparative group were discarded) and for extremely high coverage to discard reads with possible PCR bias (CpGs with coverage higher than the 99.9th percentile were discarded). The data was then normalized for read coverage distribution between samples. A pairwise comparison was performed between groups to identify differentially methylated regions (DMRs), with a window and step size of 1000bp using logistic regression. After the p-values have been computed, methylkit uses the sliding window model (SLIM) to correct P-values to q-values for multiple comparison tests. Statistically significant DMRs were identified with a q-value cutoff < 0.01 and a methylation difference higher than 25%. All DMRs were annotated with the R/Bioconductor package annotatr,^49^ with the refGene and CpG island annotations from UCSC. The annotation comprised two categories: (i) distance to a CpG island and (ii) regional annotation. The regional analysis classified DMRs in three groups, namely, exons, introns and promoters.

#### Ingenuity Pathway Analysis (IPA)

After the identification of DEGs/DMRs, enriched pathways were identified using the Ingenuity Pathway Analysis (IPA) database (QIAGEN Inc., Redwood City, CA, www.qiagen.com/ingenuity) that predicts biological networks enriched in the dataset based on the existing literature. Significant DEGs/DMRs were subjected to canonical pathway analysis using IPA as reported by us previously.^50^^,^^51^^,^^52^ To compare the similarity and difference among the enriched canonical pathways, the comparison analysis was performed using the comparison analysis function in IPA between DMRs corresponding to gene promoter, exons, and introns.^53^ The bar plots and heat maps were allowed to visualize the canonical pathways and DMRs. For DEGs, manually selected pathways with activation *Z* score >0.5 were presented as bar plot.

#### Targeted bisulfite sequencing

To validate the findings of the whole genome RRBS study, the isolated DNA samples were processed and analyzed using the Targeted Bisulfite Sequencing Service (Zymo Research, Irvine, CA). Assays were designed targeting CpG sites in the specified regions of interest (ROI) using primers created with Rosefinch, Zymo Research’s proprietary sodium bisulfite converted DNA-specific primer design tool. Following regions were targeted: (i) *Araf1* – (>mm10_dna range=chrX:20848583-20848893; strand = +); (ii) *Flt1* – (>mm10_dna range=chr5:147724930-147726782; strand = -); and (iii) *Vegfb* – (>mm10_dna range=chr19:6987203-6987964; strand = -). Design parameters were chosen such that PCR amplicons would ideally be bigger than 100 bp but smaller than 300 bp. In addition, primers were designed to avoid annealing to CpG sites at the region of interest to the maximum extent possible. Following primer validation, provided samples were bisulfite converted using the EZ DNA Methylation-Lightning™ Kit (Zymo Research, D5030) according to the manufacturer’s instructions. Multiplex amplification of all samples using ROI specific primer pairs and the Fluidigm Access Array™ System was performed according to the manufacturer’s instructions. The resulting amplicons were pooled for harvesting and subsequent barcoding according to the Fluidigm instrument’s guidelines. After barcoding, samples were pooled, purified (DNA Clean & Concentrator-5™), and prepared for massively parallel sequencing using a MiSeq V2 300bp Reagent Kit (Illumina)and paired-end sequencing protocol according to the manufacturer’s guidelines.

Sequence reads were identified using standard Illumina base-calling software and aligned back to the reference genome using Bismark.^54^ Paired-end alignment was used as default thus requiring both read 1 and read 2 be aligned within a certain distance, otherwise both read 1 and read 2 were discarded. Index files were constructed using the bismark_genome_preparation command and the entire reference genome. The --non_directional parameter was applied while running Bismark. All other parameters were set to default. Nucleotides in primers were trimmed off from amplicons during methylation calling. The methylation level of each sampled cytosine was estimated as the number of reads reporting a C, divided by the total number of reads reporting a C or T. Sequence data was demultiplexed and assessed for sample read coverage, mapping efficiency, unique CpG coverage, and bisulfite conversion rate. The methylation ratio (meth_ratio) is calculated by using methylated_CpG_count/total_CpG_count. The following number of high quality CpGs were included in the analysis: (i) *Araf1* = 19 CpGs; (ii) *Flt1* = 89 CpGs and (iii) *Vegfb* = 59 CpGs.

#### 5-mc and 5-hmC ELISA

Total genomic DNA was isolated from skin samples using the DNeasy Blood & Tissue Kit (Qiagen Cat # 69504) as per manufacturer’s instructions. For detecting global DNA methylation status (5-mC), the MethylFlash™ Methylated DNA Quantification Kit (Colorimetric; Epigentek, Cat # P-1030) was used. Additionally for detecting global DNA hydroxymethylation status, MethylFlash™ Global DNA Hydroxymethylation (5-hmC) ELISA Easy Kit (Colorimetric; Epigentek, Cat # P-1032) was used. A total of 100ng DNA was used for the assay. The absorbance was determined with the Synergy HTX multimode plate reader (Agilent) at 450 nm. To determine the specific methylation status of each DNA sample, the calculation of percentage of 5-mC or 5-hmC in total DNA was carried out using the following formula:

$$5\text{mC}\;\text{or}\;5\text{hmC}\%=\frac{\left(\text{sample}\;\text{OD}-\text{negative}\;\text{control}\;\text{OD}\right)}{\left(\text{slope}\;x\;S\right)}\;X\;100\%$$

Where S represents the amount of input DNA sample (ng).

#### Histology and immunohistochemistry (IHC)

Histology of skin was performed on skin tissue embedded in optimal cutting temperature (OCT) compound as reported.^55^ OCT-embedded tissue was cryosectioned (10 μm), fixed with cold acetone, blocked with 10% normal goat serum (NGS), and incubated with specific primary antibodies against anti-5-mC (#28692S, Cell Signaling Technology; 1:200 dilution), anti-5-hmC (#ab214728, abcam; 1:200 dilution), E-cadherin (#13–-1900, Invitrogen; 1:400 dilution), E-cadherin (#13-1900, Invitrogen; 1:400 dilution) CD31 (#550274, BD Pharmingen; 1:200 dilution), F4/80 (#MCA497R, Bio-Rad; 1:200 dilution); ARAF (#22129-1-AP, Proteintech Group, Inc.; 1:100 dilution) followed by appropriate fluorescence conjugated secondary antibodies (Alexa 568-tagged α-sheep, #A-21099, Invitrogen, 1:200 dilution; Alexa 568-tagged α-rat, # ab175476, Abcam, 1:200 dilution; Alexa 488-tagged α-rabbit, #A-11008, Invitrogen, 1:200 dilution). Images were collected and analyzed using a Zeiss Axio Scan Z1 microscope guided by Zen blue imaging software.^56^^,^^57^ IHC images were analyzed using the ImageJ software (NIH).^53^^,^^58^

### Quantification and statistical analysis

Statistical analysis and software used for RNA sequencing analysis, RRBS analysis, targeted bisulfite sequencing, 5-mc and 5-hmC ELISA, and IHC analysis is provided in the respective method sections, results and in the figure legends. Exact value of “n” and what it represents is presented in the legend of each figure. Definition of center, and dispersion and precision measures is provided in the legend of the respective figures.

## Supplemental information

Document S1. Figures S1–S5 and Tables S2 and S3

Table S1. Raw count and processed RNA sequencing data of skin of the mice of ESE group (n = 10) vs. the ground controls (n = 6), related to Figure 1 The analyzed raw data has been uploaded to GEO database under accession number GSE268755. Tab ST1A represents the information of individual RNA-seq libraries generated for the analysis. Tab ST1B represents raw counts of RNA seq data. Tab ST1C represents the analysis ready molecules as determined by IPA software. n represents number of animals.

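Of the 1503 genes that Table S1 lists at the paper's p under 0.05, 1041 carry a name found in the count table and 954 of these were tested here. Of the 954 genes, 935 (98.0%) had a log2 fold change of the same sign in both: 474 of 484 genes that the paper lists as higher and 461 of 470 that it lists as lower. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 503 of them had the same sign. Across these genes the correlation of the paper's log2 fold changes with those computed here was 0.92, which describes genes, not replicates, and rests on the same 16 libraries. In the paper's own adjustment, 18 genes of Table S1 have an adjusted p under 0.05.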

Table S4. Table showing processed RRBS sequencing data of skin from the mice of responder, non-responder and the ground controls used in this study, related to Figure 3 The analyzed raw data has been uploaded to GEO database under accession number GSE268753. n represents number of animals. Tab ST4A represents the information of individual samples that were processed for RRBS analysis. Tab ST4B represents methylation difference between non-responder ESE cohort (n = 6) vs. ground control (n = 6). Tab ST4C represents methylation difference between responder ESE cohort (n = 4) vs. ground control (n = 6). n represents number of animals.

Table S5. Table showing RNA-seq analysis between ESE groups and ground control, related to Figure 6 Tab ST5A represents the information of individual RNA-seq libraries generated and information about differential expression (DE) analysis. Tab ST5B shows raw count and processed RNA sequencing data of skin of the mice from responder (n = 4), non-responder (n = 6) and ground controls (n = 6). The analyzed raw data has been uploaded to GEO database under accession number GSE268755. n represents number of animals.

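Fabp6, a bile acid binding protein of the intestine, had the smallest FDR between non-responders and responders in the authors' deposited table, 0.0174. The intestine list, which does not hold this gene, summed to 213 CPM in responder replicate 1, the highest of all libraries. Against ground controls, the smallest FDR of the authors' deposited table was that of Tnk2os in responders, 4.65e-05, and that of Mfsd4 in non-responders, 0.133. At an FDR under 0.05, the authors' deposited table lists 22 genes as higher and 11 as lower in responders against ground controls, 0 in non-responders against ground controls, and 1 as higher and 5 as lower in non-responders against responders. At a p under 0.05, the authors' deposited table lists 656 genes for responders (315 higher and 341 lower), 1195 for non-responders (469 higher and 726 lower) and 462 for the difference of the cohorts (216 higher and 246 lower). Across genes, the log2 fold changes computed here had a correlation of 0.999 with those of the authors' deposited table in both comparisons with ground controls, and of -0.999 for the cohorts, where the authors' deposited table takes responders as the reference. This correlation is across genes of the same libraries, which are not independent replicates, and it covers the 14107 genes tested here. The authors used edgeR's likelihood ratio test, and the counts above are theirs, over the 14858 genes of the table.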

Figure360. An author presentation of Figure 1

# Supplementary material for: Mission SpaceX CRS-16 RRRM-1 space flight induced skin genomic plasticity via an epigenetic trigger
**Source:** iScience. 2024 Nov 14;27(12):111382. doi: 10.1016/j.isci.2024.111382
**Supplement:** Document S1. Figures S1–S5 and Tables S2 and S3

Supplemental information

Mission SpaceX CRS-16 RRRM-1 space flight induced skin genomic plasticity via an epigenetic trigger

Kanhaiya Singh, Priyanka Verma, Rajneesh Srivastava, Yashika Rustagi, Manishekhar Kumar, Sumit S. Verma, Sujit Mohanty, Afshin Beheshti, Liz Warren, and Chandan K. Sen

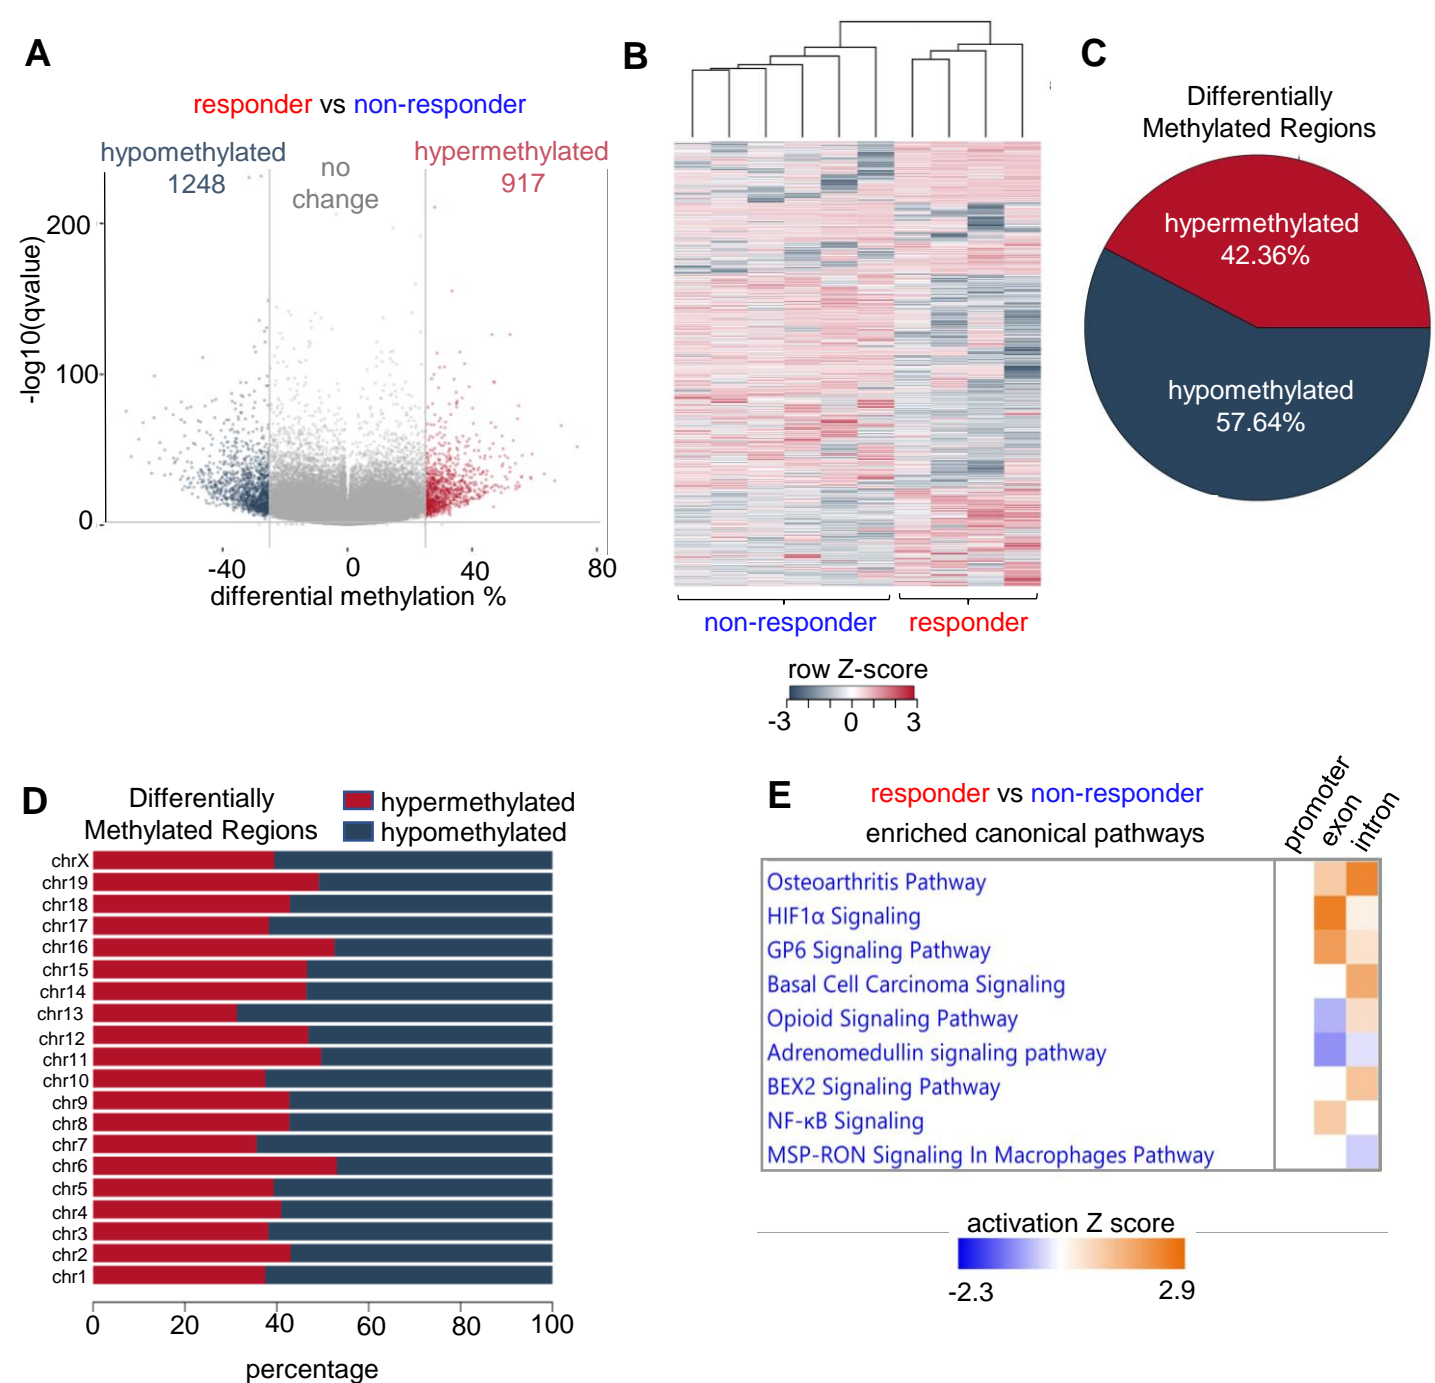

Figure S1: Hypomethylated DMRs were observed in responders when directly compared with non-responders, related to Figure 3. (A) Volcano plot of total methylated regions in responder ESE cohort (n=4) compared to non-responder ESE cohort (n=6). Out of total 100159 identified differentially methylated regions (DMRs), 2165 significant DMRs (differentially methylated with a q-value smaller than 0.01 and at least 25% difference) were identified. Out of 2165 significant DMRs, 1248 were hypomethylated in responder ESE cohort and 917 were hypermethylated. (B) Clustering heatmap of significant DMRs in responder ESE cohort (n=4) compared to non-responder ESE cohort (n=6). The 2165 significant DMRs were clustered and a heatmap was generated. (C) The pie chart shows the percentage of hyper and hypo methylated regions in the comparison. Out of 2165 significant DMRs, 1248 (57.64%) were hypomethylated in responder ESE cohort and 917 (42.36%) were hypermethylated. (D) The percentage of hypo and hyper methylated regions is plotted in a bar chart per chromosome in responder ESE cohort compared to non-responder ESE cohort. (E) Canonical pathways enriched by the DMRs annotated in exon, intron and promoter regions in responder ESE cohort (n=4) compared to non-responder ESE cohort (n=6) using comparison analysis function of Ingenuity Pathway Analysis (IPA). n represents number of animals.

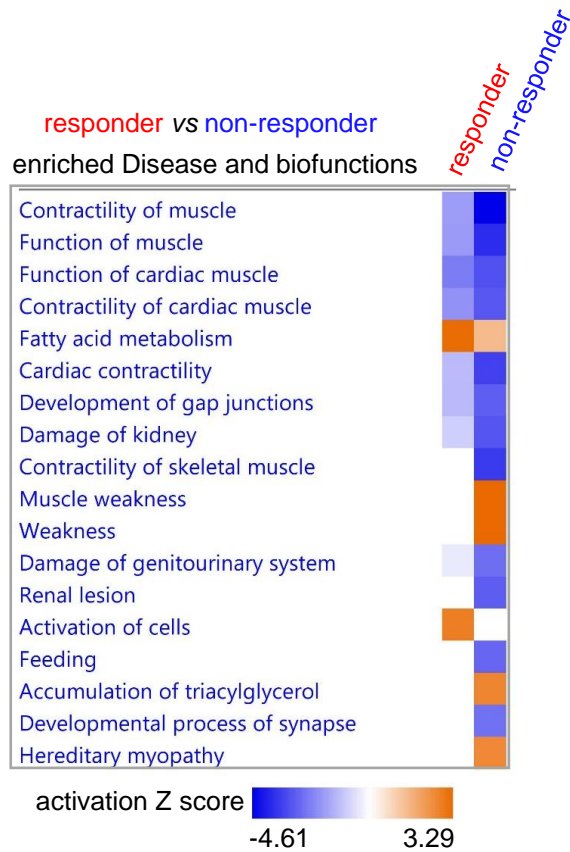

Figure S2: Non-responder mice were associated with loss of muscle function as compared to responders, related to Figure 3. Disease and biofunctions enriched by the DEGs in responder ESE cohort (n=4) compared to non-responder ESE cohort (n=6) using comparison analysis function of Ingenuity Pathway Analysis (IPA). Ground control group (n=6) was used as reference. n represents number of animals.

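Against the ground controls, muscle contraction genes had a median log2 fold change of -3.87 in non-responders, where all 37 were below 0 (camera adjusted p = 3.37e-11, and adjusted p = 0.835 with an estimated correlation). Adjusted over the list alone, 5 of them passed edgeR's quasi-likelihood test as lower, and 0 passed over all genes tested. In responders all 37 were below 0 as well, with a median of -3.31 (camera adjusted p = 0.803). Without ground control replicate 6, which held the most muscle transcripts, the medians were -0.59 (adjusted p = 0.000237) in non-responders and 0.16 (adjusted p = 0.00215) in responders. Without ground control replicate 4 the median in responders was -3.57 (adjusted p = 0.000396), and without non-responder replicate 3 that of non-responders was -5.92. Genes of fatty acid metabolism stood higher in non-responders than in ground controls, with 29 of 38 above 0 and a median of 0.62 (camera adjusted p = 0.0270, and adjusted p = 0.835 with an estimated correlation). Fasn had 2.99 (SE 0.83), and 1.11 without non-responder replicate 4. The list's call ended without ground control replicate 1, ground control replicate 2, ground control replicate 3, non-responder replicate 4 and non-responder replicate 6 (camera adjusted p = 0.0631, 0.0729, 0.0876, 0.930 and 0.104, respectively), with a median of -0.19 without non-responder replicate 4. In responders its median was -0.06, with 15 of the genes above 0 (camera adjusted p = 0.558, direction up), and 0.17 without ground control replicate 6. Genes of synapse and neuron had a median of 0.63 in non-responders (camera adjusted p = 0.0711), of which 2 passed as higher when adjusted over the list alone and 0 over all genes tested. The list passed camera without ground control replicate 3, non-responder replicate 1, non-responder replicate 2 and non-responder replicate 5 (camera adjusted p = 0.0239, 0.0241, 0.0303 and 0.0275, respectively). Its median was 0.14 without non-responder replicate 4, 0.98 without non-responder replicate 5, 0.39 without responder replicate 1 and 0.39 without responder replicate 4. Hair keratin-associated protein genes had a median of -1.01 in non-responders (camera adjusted p = 0.0270, and adjusted p = 0.835 with an estimated correlation), and -0.57 without ground control replicate 4 and -1.81 without non-responder replicate 1, a call that ended without ground control replicate 1, ground control replicate 3, ground control replicate 4, non-responder replicate 4 and non-responder replicate 6 (camera adjusted p = 0.132, 0.945, 0.731, 0.764 and 0.0574, respectively). The RIN was lower in non-responders too, 1.60 ± 0.322 (SD, n = 6) against 2.05 ± 0.339 (SD, n = 6) in the ground controls (exact permutation p = 0.0390, adjusted p = 0.374). Their DV200 had means of 53.3% and 58.2% (exact permutation p = 0.32, adjusted p = 0.831).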

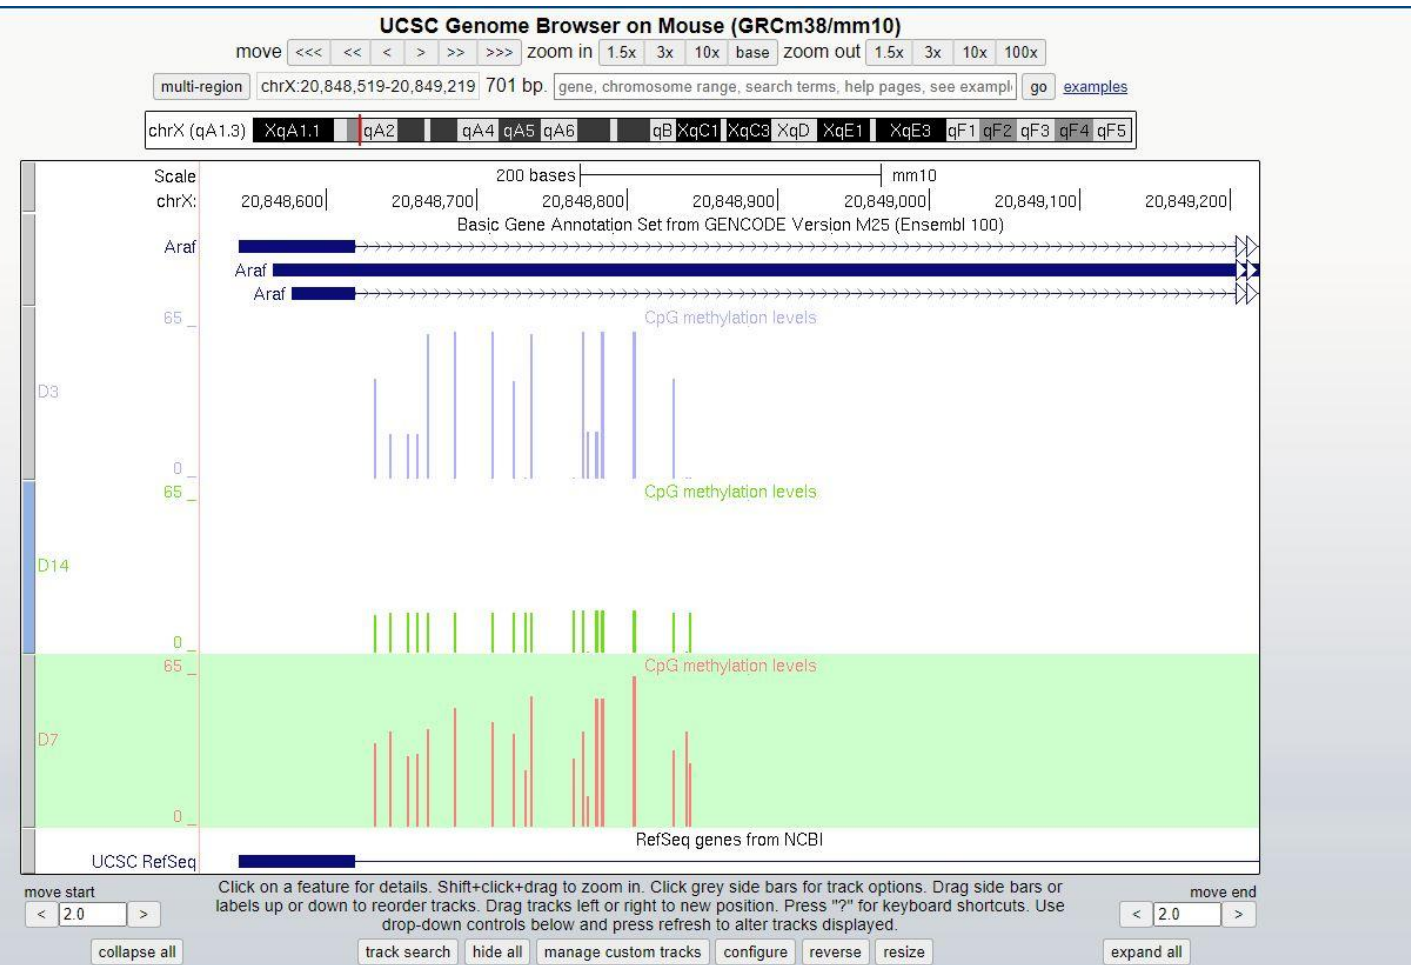

Figure S3: Full range of UCSC genome data for ARAF locus is presented, related to Figure 5. Full image of genome track shown in Figure 5A for the ARAF locus obtained using UCSC genome browser.

A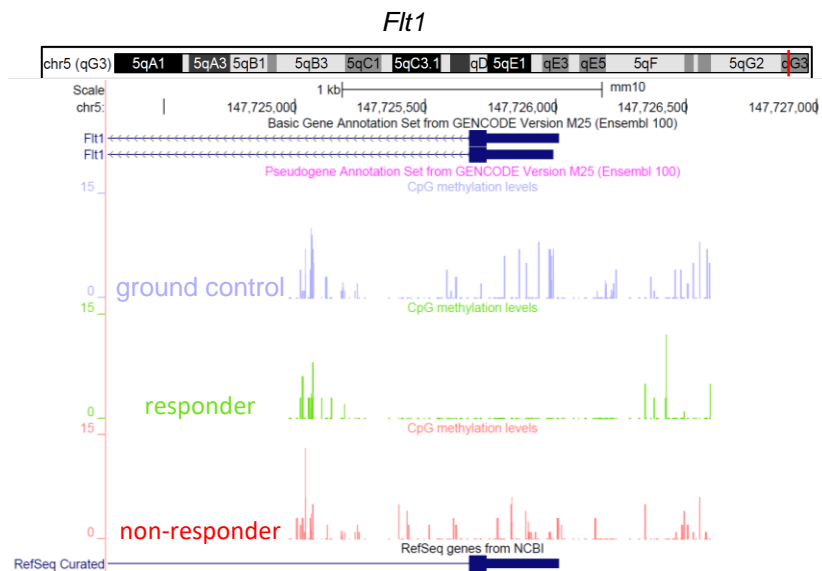**B** *Flt1* methylation status
responder vs ground control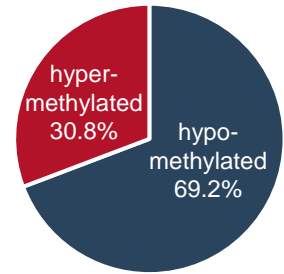**C** *Flt1* methylation status
non-responder vs ground control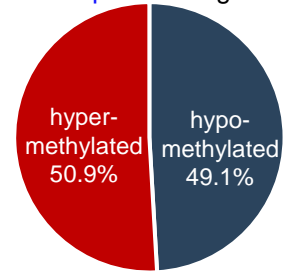

Figure S4: *Flt1* gene was hypomethylated in responder ESE cohort, related to Figure 6. (A) Targeted validation of *Flt1* gene promoter methylation status in ground control, responder ESE cohort and non-responder ESE cohort. Genome track showing the *Flt1* locus (top). Representative DNA methylation tracks (bottom) of show diminished levels of methylated CpGs in responder ESE skin as compared to non-responder ESE or control skin. (B) Venn diagram showing the percentage of hypomethylated (blue) and hypermethylated (red) CpGs in *Flt1* gene in responder ESE cohort (n=4) vs ground control (n=12) and (C) in non-responder ESE cohort (n=6) vs ground control (n=12). n represents number of animals.

embryonic stem cell pluripotency pathway

A

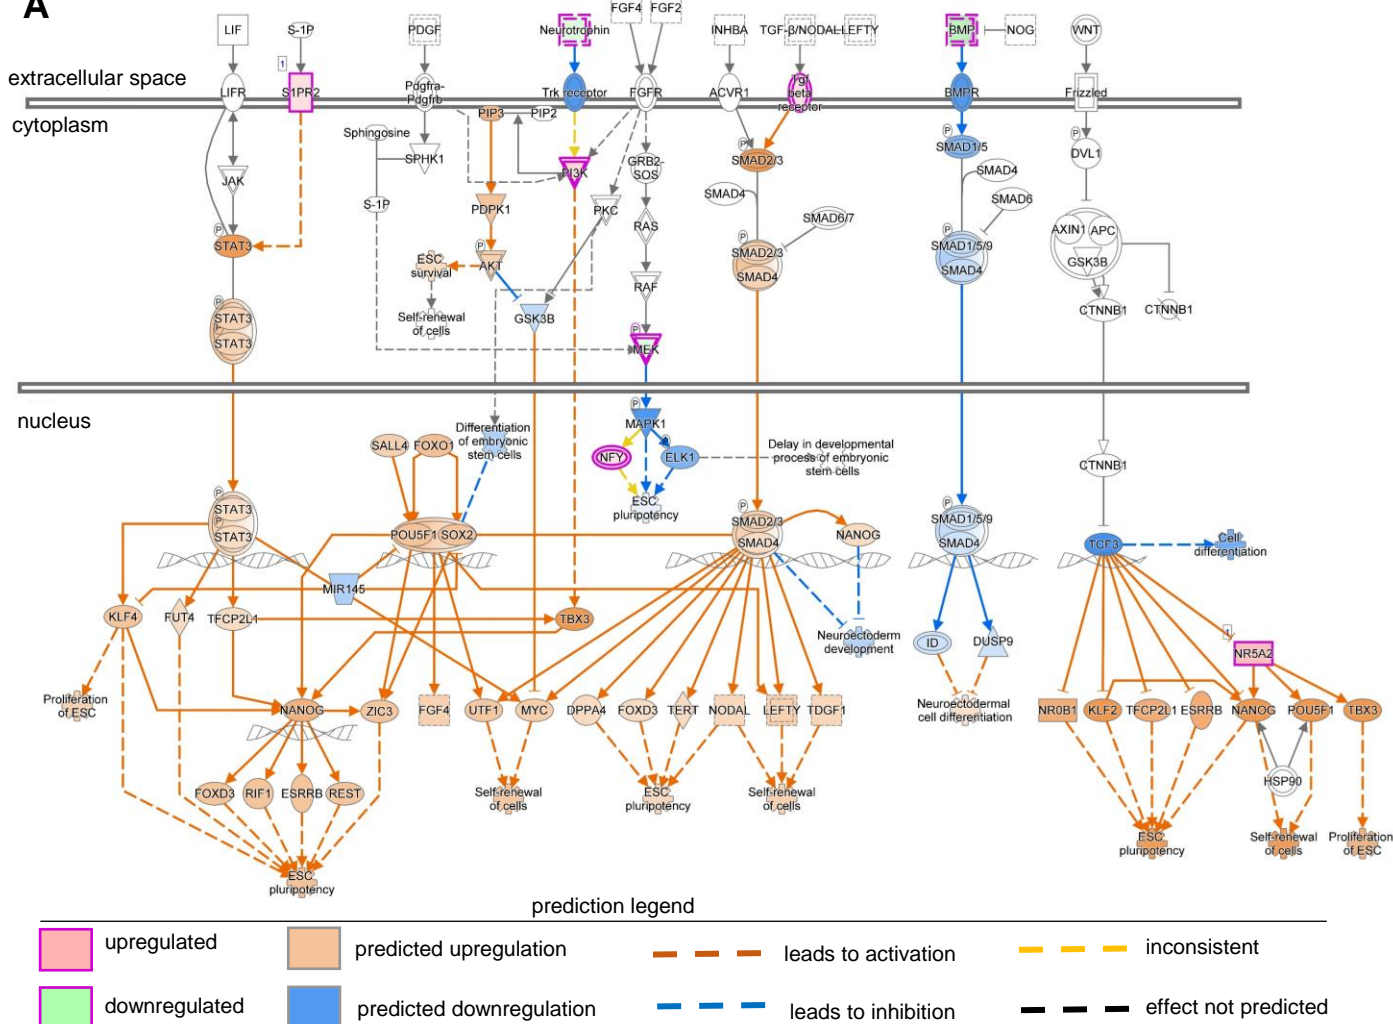

B Female vs Male ESE group enriched canonical pathways

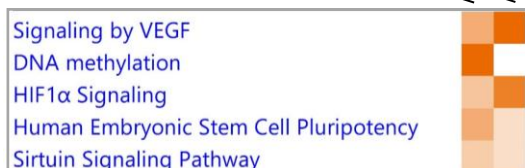

Figure S5: Upregulation of predicted biological functions such as ESC pluripotency, self-renewal of cells and proliferation of ESC were also observed in male mice similar to females, related to Figure 1. (A) Pathway generated by IPA showing the candidate genes involved in the embryonic stem cell (ESC) pluripotency pathway enriched in male mice from JAXA MHU-2 mission. The log2FC was obtained using NASA Open Science for Life in Space repository (GeneLab ID: GLDS-239; DOI: 10.26030/s7k9-7958). Among the biofunctions that were predicted to be upregulated in the skin samples of male ESE group were: ESC pluripotency, self renewal of cells and proliferation of ESC. In the JAXA MHU-2 mission, twelve 16-18 week old male C57BL/6J mice were singly housed in the JAXA Habitat Cage Units (HCUs) on the ISS for 30 days. Three flight mice were housed in microgravity and received standard JAXA chow. Mice were returned live and euthanized and dissected <1 day after splashdown. Ground controls (n=3) were asynchronous, housed in HCUs and received standard chow. **(B)** Canonical pathway enriched by the DEGs in female ESE cohort (RRM-1) compared to male ESE cohort (MHU-2) using comparison analysis function of IPA. n represents number of animals.

Symbol	Entrez Gene Name	Ensembl	Expr Log Ratio	IPA Expected Trend	Location	Type(s)
<i>ACVRL</i>	activin A receptor type 1	ENSMUSG000000026836	0.515	Up	Plasma Membrane	kinase
<i>BMP4</i>	bone morphogenetic protein 4	ENSMUSG000000021835	-1.053	Up	Extracellular Space	growth factor transcription regulator
<i>CTNNB1</i>	catenin beta 1	ENSMUSG000000006932	0.421	Up	Nucleus	G-protein coupled receptor
<i>FZD9</i>	frizzled class receptor 9	ENSMUSG000000049551	-2.048	Up	Plasma Membrane	
<i>MAP2K3</i>	mitogen-activated protein kinase kinase 3	ENSMUSG000000018932	-0.59	Up	Cytoplasm	kinase
<i>NOG</i>	noggin	ENSMUSG000000048616	-1.436	Down	Extracellular Space	growth factor
<i>NR5A2</i>	nuclear receptor subfamily 5 group A member 2	ENSMUSG000000026398	3.47	Up	Nucleus	ligand-dependent nuclear receptor
<i>NTRK3</i>	neurotrophic receptor tyrosine kinase 3	ENSMUSG000000059146	2.565	Up	Plasma Membrane	kinase
<i>PDGFA</i>	platelet derived growth factor subunit A	ENSMUSG000000025856	-0.357	Up	Extracellular Space	growth factor
<i>PRKCQ</i>	protein kinase C theta	ENSMUSG000000026778	-1.511	Up	Cytoplasm	kinase
<i>PRKD1</i>	protein kinase D1	ENSMUSG000000002688	1.751	Up	Cytoplasm	kinase
<i>TERT</i>	telomerase reverse transcriptase	ENSMUSG000000021611	1.082	Up	Nucleus	enzyme
<i>WNT6</i>	Wnt family member 6	ENSMUSG000000033227	0.977	Up	Extracellular Space	other

Table S2: Genes belonging from human embryonic stem cell (ESC) pluripotency pathway that were differentially expressed in mouse skin on exposure to space environment (ESE), related to Figure 1. It was interesting to note that 8 out of 13 followed the expected trend in the literature as calculated by IPA. Hence ESC pathway was predicted to be upregulated in response to ESE.

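Of the 13 genes of Table S2, all 13 had the same sign of log2 fold change here as in the table, 10 of them in the test with a filter on low counts and Nr5a2, Fzd9 and Nog with none. By the directions that the table gives for IPA, 8 of the 13 follow them here. The genes were chosen by the study on these mice, so the tally is not independent evidence.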

Sample ID	ISS groups	%5methyl cytosine	Groups Inferred based on 5mC ELISA
HGC-ISS-01	Habitat Ground Control	0.438474026	Ground control
HGC-ISS-02	Habitat Ground Control	0.398376623	Ground control
HGC-ISS-03	Habitat Ground Control	0.432954545	Ground control
HGC-ISS-04	Habitat Ground Control	0.487824675	Ground control
HGC-ISS-05	Habitat Ground Control	0.473051948	Ground control
HGC-ISS-06	Habitat Ground Control	0.46737013	Ground control
HGC-ISS-07	Habitat Ground Control	0.325324675	Ground control
HGC-ISS-08	Habitat Ground Control	0.388474026	Ground control
HGC-ISS-09	Habitat Ground Control	0.570292208	Ground control
HGC-ISS-10	Habitat Ground Control	0.57224026	Ground control
HC-LAR-01	Habitat Ground Control	0.964285714	Ground control
HC-LAR-02	Habitat Ground Control	0.705681818	Ground control
HC-LAR-05	Habitat Ground Control	0.710227273	Ground control
HC-LAR-06	Habitat Ground Control	0.693993506	Ground control
HC-LAR-13	Habitat Ground Control	0.635064935	Ground control
HC-LAR-14	Habitat Ground Control	0.682954545	Ground control
HC-LAR-17	Habitat Ground Control	0.716883117	Ground control
HC-LAR-18	Habitat Ground Control	0.875324675	Ground control
FL-ISS-01	Euthanized in space	0.695941558	non-responder
FL-ISS-03	Euthanized in space	0.37012987	non-responder
FL-ISS-04	Euthanized in space	0.69512987	non-responder
FL-ISS-05	Euthanized in space	0.602922078	non-responder
FL-ISS-06	Euthanized in space	0.438961039	non-responder
FL-ISS-08	Euthanized in space	0.831818182	non-responder
FL-ISS-09	Euthanized in space	0.73474026	non-responder
FL-ISS-10	Euthanized in space	0.65	non-responder
FL-LAR-02	Euthanized post-landing	0.568506494	non-responder
FL-LAR-05	Euthanized post-landing	0.526136364	non-responder
FL-LAR-06	Euthanized post-landing	0.583603896	non-responder
FL-LAR-13	Euthanized post-landing	0.405519481	non-responder
FL-LAR-17	Euthanized post-landing	0.619805195	non-responder
FL-ISS-02	Euthanized in space	0.012175325	responder
FL-ISS-07	Euthanized in space	0.022402597	responder
FL-LAR-01	Euthanized post-landing	0.008441558	responder
FL-LAR-18	Euthanized post-landing	0.015422078	responder

Table S3: Table showing 5-methylcytosine (5-mC) levels in skin tissue studied in mice were flown in an established Rodent Habitat on the ISS (n=17) and ground-based mice (ground controls; n=18) maintained under similar housing conditions, related to Figure 2. Exposure to ESE on DNA global methylation identified two distinct groups – non-responders and responders exclusively based on global methylation levels represented as percentage of 5-mC. n represents number of animals.

How the deposited data were processed for this re-analysis (not part of the article)

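Total RNA of hind limb skin from 16 mice was sequenced after exon capture: 6 ground controls, 6 mice of the non-responder ESE cohort and 4 of the responder ESE cohort, with 1 library per mouse. According to the paper, the authors aligned the reads with STAR 2.5 to mm10, left out reads of low quality or mapped to several places, and counted reads per gene with featureCounts 1.5.1, and the deposited counts are these raw counts, without normalization. The authors' mapping statistics speak of files before deduplication, so duplicate reads may have been removed before counting. The authors also deposited log2 FPKM per library, computed by them from these counts, which was read and not used for a test. For 3 comparisons the authors deposited a signed fold change score, a log2 fold change, a p-value and an FDR per gene, from the likelihood ratio test of edgeR 3.30.3. The percent values deposited by the authors are the DV200 of each RNA, by Bioanalyzer, and the shares of reads in their mapping statistics, and the RNA integrity number is a score from the same instrument. The authors' filter on low counts and the strand setting of the counting are not stated in the paper or its supplement. The paper's comparison of all ESE mice with the ground controls used other counts, from HISAT2 and StringTie, and the STAR counts took their place here. The copy of Table S5 holds its first genes alone and was not used for any test.

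The 14858 genes of the count table were matched by name to GENCODE vM21, which held 14346 of them and was used for gene types alone. Coordinates, strands and overlaps were taken from the deposited count table. Total counts per library were 4159342 to 22593931, and 10525 to 14208 genes had at least 10 counts. Genes were kept by edgeR's filterByExpr for the groups compared, libraries were scaled by TMM, and groups were compared by the quasi-likelihood F test with robust estimation in edgeR 4.0.16, under R 4.3.3 and limma 3.58.1, with Benjamini-Hochberg adjustment and a threshold of 0.05 for the adjusted p. All ESE mice were compared with the ground controls. In a fit with 3 groups, responders and non-responders were each compared with the ground controls and with each other, and in a fit with group and arm, the ESE effect of the LAR arm was compared with that of the ISS arm, and the ground controls of the arms with each other. SE was taken from the log2 fold change, its p and the degrees of freedom of the test. The 56 lists of genes, of functions and of cell types, were fixed before the deposited data were examined. By then some members of the liver, kidney, intestine and bone lists had been seen in Table S1. The list of Table S2 was chosen by the study on these libraries. Lists with at least 3 measured genes were tested by camera on log2 CPM with a prior count of 2 and a correlation of 0.01. They were also tested by camera with an estimated correlation and by fry. The biological coefficient of variation was 0.538, 0.556 and 0.526 in the fits with 2 groups, 3 groups and group with arm. Tables were prepared in Python 3.11.15.

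The genes named were chosen by a rule: the genes that the paper names in its text, in Table S2 and in Figs. 1B, 4E, 4F and 6D; the 10 higher and 10 lower genes past the threshold with an average log2 CPM over 0; where fewer than 20 passed, the 5 higher and 5 lower genes of smallest p, as values that did not pass; and the 4 genes of smallest p of each list reported. Values in Tables S1, S2 and the first genes of S5 had been seen. Genes named outside the rule are marked so. The tests were tried on simulated data with 200 changed genes at the depth and spread of these libraries: for the ESE group, 16.4%, 77.6% and 93.9% of the genes with a log2 fold change of 1, 2 and 3 were recovered, and 4.51% of the calls were false. For the smaller groups, 56.7% and 65.7% of the genes with a change of 2 were recovered for responders and non-responders against ground controls, and 61.2% between the cohorts. The simulated genes varied independently of each other, and no simulated library was set apart by its tissue. The real libraries differ in both ways, so these rates may not hold for them. Levels in CPM were taken over the library totals of the genes kept for the ESE group, multiplied by the TMM factors.

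The alternatives tried were RLE size factors, DESeq2 1.42.0, the likelihood ratio test, limma-voom with quality weights, no filter on low counts, at least 10 counts in every library, no robust estimation, the arm as a covariate, mouse numbers as a replicate block, the libraries of the groups compared alone, a three-group fit for the ESE group, and each library left out in turn. After the data were seen, fits were added without the 3 libraries with over 39% rRNA reads, without the muscle-rich and the liver-rich library, without Rn45s or with its share as a covariate, and without genes that overlap a more abundant gene on the other strand. Duplicate libraries were looked for over the 36 pairs within groups, whose counts differed by at least 40.3 times the sampling noise (chi-square per degree of freedom). The methylation, ELISA and staining data of the paper have no counts in these files and were left out, except the 5-mC values of Table S3.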

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

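The tests of exposure in both arms, the second measure of antisense counts and the look at the second hair list were chosen after the results were seen, as was the choice to weigh the 3 patterns below. The other tests were set before their results.

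Muscle transcripts set 1 ground control library apart. The muscle contraction genes summed to 347200 CPM in ground control replicate 6, where the next of the 6 ground controls had 35580, and to 24120 CPM in non-responder replicate 3, where the next of the 6 had 4258. The list stood lower in the ESE group, and without ground control replicate 6 its median log2 fold change was -0.224, so that library may be the source of most of the difference. The members moved together over the 16 libraries, with 0.934 of their variance on the first principal component. More underlying muscle in some pieces of skin would give this, and so would a joint change of muscle transcription, so the share does not separate them and both stay open. Exposure to space in both arms would lower the list in each, and the median was -4.85 in the LAR arm and 0.797 in the ISS arm. The LAR arm holds ground control replicate 6, however. The ISS arm holds non-responder replicate 3, where its other libraries had 188.1 to 2810 CPM. The medians within the arms were not computed without these 2 libraries, so they do not decide, and exposure in both arms stays open. A difference in the LAR arm alone, where ground control replicate 6 belongs, stays open.

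Proliferation genes stood higher in the ESE group, with medians of 1.44 in the LAR arm and 0.668 in the ISS arm, so exposure in both arms stays open as a biological explanation. With the mean of the anagen hair list as a covariate their median was -0.257, as more growing hair follicles in the ESE pieces of skin would give. The 2 hair lists part, however: hair keratin-associated proteins had a median of -0.86 in the ESE group and the anagen hair list 0.54. The summed level of the anagen list had a mean of 33340 CPM in the ESE group and 37840 CPM in the ground controls, but medians of 30080 and 8862 CPM. Ground control replicate 3 alone had 174300 CPM (next 31980), and without it the list's median log2 fold change was 2.19. The summed keratin-associated genes had means of 3270 and 5676 CPM and medians of 2796 and 3570 CPM. More growing follicles thus stay open, and a change of the hair cycle by the exposure or by chance of sampling was not tested. Shallow libraries rich in ribosomal RNA were argued against: without the 3 libraries the median was 0.866.

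Genes that overlap a more abundant gene on the other strand stood lower in responders than in ground controls. Of 78 such genes, with an overlap of at least 50% and a partner of at least 20 times the counts per base, 47 were tested. Their median log2 fold change was -1.20, 45 were below 0, and 23 were lower and 0 higher at an unadjusted p under 0.05 (camera p = 1.01e-33, and p = 8.64e-06 with an estimated correlation). Tnk2os and Snx22 are among them. The median was -0.788 in the ESE group, -0.607 in non-responders and -0.672 between the cohorts. With the Rn45s share as a covariate it was -1.18, so a difference in ribosomal RNA was argued against, and noncoding genes with no such overlap had a median of -0.0692 over 223 genes, which argues against a general fall of noncoding transcription. Reads of the wrong strand stay open: in the authors' mapping statistics they were 2.54% to 3.95% of coding reads in responders and 4.76% to 9.55% in the others. Over the 12 other libraries, the ratio of antisense to partner counts had a Spearman rho of 0.49 with that share (permutation p = 0.11, adjusted p = 0.22) and a Pearson r of 0.42 (permutation p = 0.171, adjusted p = 0.342), and r was 0.183 without the 2 farthest libraries. Within the 6 ground controls rho was 0.0286 and within the 6 non-responders 0.6. The median over genes of the ratio, the second measure, gave rho 0.629 (permutation p = 0.0327, adjusted p = 0.0981) and r 0.711 (permutation p = 0.0107, adjusted p = 0.0459), 0.542 without the 2 farthest, and 0.0286 and 0.943 for rho within the 2 groups. Adjusted values are over the 6 relations of this kind. The 2 measures leave it undecided, so wrong-strand reads and a true fall of antisense transcripts cannot be told apart for these genes.

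Other libraries lay far from the rest of their group in markers of a cell type or tissue, as summed CPM. Wound keratinocyte genes had 5639 in non-responder replicate 1 (next 1869), and hair shaft genes 174300 in ground control replicate 3 (next 31980). Adipocyte genes had 4670 in ground control replicate 6 (next 1049) and 11250 in non-responder replicate 4 (next 1638). Endothelial genes had 255.6 and 892.9 in the same 2 libraries (next 56.8 and 260.8). Melanocyte genes had 218.4 in ground control replicate 3 (next 37.35). Liver genes had 3413 in responder replicate 1 (next 173.3) and 287.7 in non-responder replicate 4 (next 40.32), and intestine genes 63.99 in ground control replicate 1 (next 12.19) and 213 in responder replicate 1 (next 4.657). The rRNA share of raw reads was lowest in responder replicate 4, at 13.32% (next 26.97%), and highest among non-responders in replicate 1, at 57.29% (next 27.89%). Same-strand coding reads were 1.49% in ground control replicate 4, the lowest of the ground controls (next 2.6%). A gap of this size would arise by chance in about 1 of 20 groups of normally distributed values, a distribution that was not tested here. Over all lists and measures 148 groups were counted and 46 such gaps were found. The groups include the B cell and testis lists, which had no counts, and the ESE group repeats the libraries of its cohorts. These numbers therefore do not measure chance. The gaps given here are of the lists and measures that a reported result rests on or that mark another tissue. No explanation of them was tested.

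The log2 fold changes of stem cell genes between the ESE group and the ground controls differed between the arms. Epidermal and hair follicle stem cell genes had a median log2 difference, LAR minus ISS, of 1.393, and all 15 were above 0 (camera adjusted p = 1.87e-11, adjusted p = 0.0162 with an estimated correlation and 0.0569 in fry). Adjusted over the list alone, 5 passed edgeR's quasi-likelihood test as higher, and 0 over all genes tested, with 8 at an unadjusted p under 0.05. Sox9, Lgr5, Lrig1 and Plet1, of the hair follicle and its junction, had differences of 2.80, 4.24, 1.33 and 2.07 (SE 0.72, 1.36, 0.45 and 0.63). As each library was left out the median went from 1.23 (without responder replicate 4) to 1.80 (without ground control replicate 6). Taken alone, the LAR and ISS ground controls differed by a median of -1.14 in this list, and the LAR and ISS mice of the ESE group by 0.33. The first of these values was -0.63 without ground control replicate 3. Anagen hair genes had a difference of 2.26, which was 0.32 without ground control replicate 3 and 4.87 without ground control replicate 4, and proliferation genes 0.81, which was 0.20 without responder replicate 4 (adjusted p = 0.847 and 0.877 with an estimated correlation). Lgr5 had 2.73 without responder replicate 4. The arms also differ in days in space and in recovery, 22 to 23 days and 0 against 40 days and 2, and in the way the mice were killed, so these cannot be told apart, and no biological explanation was tested.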

How the results depend on the processing

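The alternatives named here as added were chosen after the data were seen: leaving out the 3 shallow libraries, leaving out the muscle-rich and the liver-rich library, the share of Rn45s as a covariate, the counts without Rn45s, the counts without antisense genes, and the pairs of mice with no block. The other alternatives were planned. The cause of each change given here was not tested, except where fewer genes or libraries in the fit or a deciding library is named.

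At an adjusted p under 0.05, the count of genes was 0 in edgeR's quasi-likelihood test for the ESE group, for non-responders, between the cohorts, for the arm difference of the ESE effect and between the ground controls of the 2 arms, and 1 for responders. With an unadjusted p under 0.05 the counts were 1067, 982, 306, 690, 1304 and 482 in the same order. With no gene changed, 679, 705, 705, 719, 719 and 705 genes would be expected there by chance. DESeq2 called 3 genes (0 higher and 3 lower) for the ESE group, 3 (2 and 1) for non-responders, 5 (3 and 2) between the cohorts, 112 (83 and 29) between the arms of the ground controls and 20 (7 and 13) for responders. The likelihood ratio test called 13 (0 and 13) for the ESE group, 4 (3 and 1) between the cohorts, 15 (8 and 7) between the arms of the ground controls and 21 (12 and 9) for responders. For responders the count was 0 in limma-voom, with at least 10 counts in every library, with no filter on low counts, with only the groups compared in the fit, with the mission arm as a covariate, and in the added fits with the Rn45s share as a covariate, without the 3 shallow libraries, without the muscle-rich and the liver-rich library and without the antisense genes, of which Tnk2os is one. It was 0 to 1 as each library was left out. The three-group fit, in which the mean of both cohorts was set against the ground controls, called 1 gene for the ESE group, Tnk2os, lower. Without the muscle-rich and the liver-rich library, 1 gene was called between the cohorts, Tbx3, lower and named after its values were seen. Mice of one arm that carry the same number in both groups formed blocks in a further fit. With this replicate block 63 genes (27 higher and 36 lower) were called for non-responders and 0 for responders, and the same pairs with no block gave 1 and 0. For non-responders these fits hold only non-responder replicates 1 and 5 and ground control replicates 1 and 5. The 63 calls therefore rest on few libraries and do not describe the whole cohort. Neither the paper nor the labels say that the numbers pair the samples. The deviations of same-numbered mice from their groups had correlations of 0.46, 0.208, 0.0689, -0.331 and 0.115, across genes. These were not compared with the correlations of other pairs. Responders and non-responders share no number. Of all counts at an adjusted p under 0.05, 144 of the alternative values were within 1.5 times the count given and 44 were not, and of the counts at an unadjusted p 148 were and 34 were not.

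Unadjusted counts moved by more than 1.5 times in the fits that follow, and also in some of the fits with a single library left out, which are not listed here. Limma-voom counted 3201 genes for the ESE group, 3090 for non-responders and 2103 for the arm difference. With at least 10 counts in every library the counts were 654 for the ESE group, 203 for responders, 589 for non-responders, 123 between the cohorts, 326 for the arm difference and 672 between the arms of the ground controls, where fewer genes were tested. The fit with the replicate block, over same-numbered mice alone, counted 1689 and 2156 for the ESE group and non-responders. With the Rn45s share as a covariate 541 were counted between the cohorts. Without the 3 shallow libraries the counts were 2201, 979, 2085, 489 and 1288 for the ESE group, responders, non-responders, the cohorts and the arm difference. Without the muscle-rich and the liver-rich library they were 125 for responders and 528 between the arms of the ground controls.

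Of the gene lists, camera called 12 for the ESE group, 16 for responders, 11 for non-responders, 7 between the cohorts, 15 for the arm difference and 23 between the arms of the ground controls. With the correlation estimated from the libraries the numbers were 0, 0, 0, 0, 1 and 0, and by fry, which does not compare a list with other genes, 0, 0, 0, 0, 0 and 1. Without the muscle-rich and the liver-rich library 15 lists were called between the arms of the ground controls. As each library was left out, the numbers ranged from 10 (without ground control replicate 1) to 19 (without non-responder replicate 5) for the ESE group against ground controls, 8 (without responder replicate 4) to 19 (without responder replicate 3) for responders against ground controls, 7 (without ground control replicate 1) to 16 (without ground control replicate 6) for non-responders against ground controls, 6 (without ground control replicate 5) to 15 (without responder replicate 4) for responders against non-responders and 14 (without ground control replicate 6) to 25 (without non-responder replicate 2) for LAR against ISS ground controls. Of the values of the lists reported, 1122 of the alternatives kept the direction and the side of the threshold, 178 lost the call, 24 gained it and 70 changed sign, and for the genes named these numbers were 3131, 39, 54 and 36.

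Values that changed sign are medians of lists or log2 fold changes of genes. In DESeq2, the log2 fold change of Flt1 for the ESE group against ground controls went from 0.61 to -0.36. With RLE size factors, the median of the DNA demethylation list for the ESE group went from -0.015 to 3.89e-05. With the mission arm as a covariate, these log2 values changed sign: for the ESE group against ground controls, hair follicle and epidermal stem cells from -0.086 to 0.017 and VEGF signaling from -0.016 to 0.0051; for responders against ground controls, Nos3 from -0.028 to 0.38, endothelium from -0.021 to 0.63 and angiogenesis from -0.057 to 0.097; for responders against non-responders, muscle contraction from 0.53 to -0.13. Without the 3 shallow libraries, these log2 values changed sign: for the ESE group against ground controls, DNA demethylation from -0.015 to 0.022 and VEGF signaling from -0.016 to 0.024; for responders against non-responders, VEGF signaling from 0.039 to -0.012. Without the muscle-rich and the liver-rich library, these log2 values changed sign: for the ESE group against ground controls, DNA demethylation from -0.015 to 0.16, VEGF signaling from -0.016 to 0.073 and sirtuin signaling from -0.14 to 0.13; for responders against ground controls, oxidative phosphorylation from -0.70 to 0.098, endothelium from -0.021 to 1.21, VEGF signaling from -0.027 to 0.071, angiogenesis from -0.057 to 0.25, muscle contraction from -3.31 to 0.29 and fatty acid metabolism from -0.061 to 0.15; for LAR against ISS ground controls, oxidative phosphorylation from 1.05 to -0.31.

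As each library was left out, values that changed sign for the ESE group against ground controls ranged as follows: DNA demethylation, -0.083 (without ground control replicate 5) to 0.16 (without ground control replicate 2), core pluripotency factors, -0.36 (without non-responder replicate 4) to 0.081 (without ground control replicate 1), hair follicle and epidermal stem cells, -0.21 (without ground control replicate 4) to 0.11 (without ground control replicate 3) and VEGF signaling, -0.059 (without ground control replicate 5) to 0.041 (without responder replicate 1). Further, Tet1, -0.28 (without ground control replicate 3) to 0.10 (without ground control replicate 2), Tnnc1, -5.65 (without ground control replicate 3) to 0.47 (without ground control replicate 6), Idh2, -1.24 (without ground control replicate 3) to 0.045 (without ground control replicate 6) and Aldoa, -2.29 (without non-responder replicate 4) to 0.017 (without ground control replicate 6). Further, sirtuin signaling, -0.18 (without responder replicate 3) to 0.092 (without ground control replicate 6) and Flt1, -0.30 (without non-responder replicate 4) to 1.82 (without ground control replicate 6). For responders against ground controls the ranges were: Pecam1, -0.10 (without ground control replicate 2) to 1.32 (without ground control replicate 6), Tet1, -0.28 (without responder replicate 4) to 0.16 (without ground control replicate 2), Araf, -0.28 (without responder replicate 2) to 0.044 (without responder replicate 4) and VEGF signaling, -0.032 (without ground control replicate 2) to 0.071 (without responder replicate 1). Further, Nos3, -0.19 (without ground control replicate 2) to 0.43 (without ground control replicate 6), Flt1, -1.02 (without responder replicate 4) to 0.50 (without ground control replicate 6), oxidative phosphorylation, -0.84 (without responder replicate 3) to 0.047 (without ground control replicate 6) and endothelium, -0.21 (without ground control replicate 1) to 1.21 (without ground control replicate 6). Further, angiogenesis, -0.17 (without ground control replicate 3) to 0.21 (without ground control replicate 6), muscle contraction, -4.03 (without responder replicate 3) to 0.16 (without ground control replicate 6), fatty acid metabolism, -0.35 (without responder replicate 3) to 0.17 (without ground control replicate 6) and Vegfa, -0.17 (without responder replicate 1) to 0.40 (without responder replicate 3). Further, Tet3, -0.34 (without responder replicate 2) to 0.0099 (without responder replicate 1), Dnmt1, -0.023 (without responder replicate 4) to 0.24 (without responder replicate 3) and Dnmt3a, -0.56 (without responder replicate 2) to 0.065 (without responder replicate 4). Those of non-responders against ground controls were: Vegfb, -0.70 (without non-responder replicate 4) to 0.13 (without ground control replicate 6), Tnnc1, -5.76 (without non-responder replicate 6) to 0.38 (without ground control replicate 6), Flt1, -0.043 (without non-responder replicate 4) to 2.30 (without ground control replicate 6) and fatty acid metabolism, -0.19 (without non-responder replicate 4) to 0.85 (without ground control replicate 6). Further, VEGF signaling, -0.025 (without non-responder replicate 4) to 0.097 (without non-responder replicate 3) and angiogenesis, -0.055 (without non-responder replicate 4) to 0.54 (without ground control replicate 2). Between responders and non-responders they were: VEGF signaling, -0.043 (without responder replicate 2) to 0.039 (without ground control replicate 5), Vegfa, -0.87 (without responder replicate 1) to 0.084 (without non-responder replicate 4), fatty acid metabolism, -0.73 (without non-responder replicate 2) to 0.012 (without non-responder replicate 4) and angiogenesis, -0.48 (without responder replicate 4) to 0.0058 (without non-responder replicate 4). Further, Araf, -0.097 (without responder replicate 2) to 0.19 (without responder replicate 3), Myh1, -0.51 (without responder replicate 3) to 3.69 (without non-responder replicate 3) and muscle contraction, -0.011 (without responder replicate 3) to 2.81 (without non-responder replicate 3). Between the ground controls of the 2 arms, oxidative phosphorylation, -0.31 (without ground control replicate 6) to 1.43 (without ground control replicate 4).

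Of the 14858 genes, 13577 had enough counts for the test of the ESE group and 14107 for those of the cohorts, and the others were left out for low counts. In simulated data of the same depth and spread, edgeR's quasi-likelihood test for the ESE group recovered 16.4%, 77.6% and 93.9% of genes changed by a log2 fold of 1, 2 and 3, and for responders 10.4%, 56.7% and 72.7%, and recovery was not measured by level of counts. No paired analysis was possible between the cohorts because they share no mouse number, and the other alternatives were all run.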

Differences from the paper's values

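The paper's count of upregulated transcripts in the ESE group at a p under 0.05 is 859 (the paper's, by DESeq2 from counts of HISAT2 alignments), and 415 genes were higher at the same threshold in edgeR's quasi-likelihood test here. Of the alternatives set before the data were examined, these came within 1.5 times the paper's count: DESeq2 (583), without ground control replicate 3 (817), without ground control replicate 6 (591), without non-responder replicate 4 (598), without responder replicate 2 (603), without responder replicate 3 (600) and the replicate block, over same-numbered mice alone (906). These did not: RLE size factors (448), edgeR likelihood ratio test (437), limma-voom with quality weights (1322), no filter on low counts (493), at least 10 counts in every library (279), without robust estimation (421), mission arm as a covariate (479), without ground control replicate 1 (279), without ground control replicate 2 (561), without ground control replicate 4 (245), without ground control replicate 5 (282), without non-responder replicate 1 (560), without non-responder replicate 2 (335), without non-responder replicate 3 (344), without non-responder replicate 5 (328), without non-responder replicate 6 (478), without responder replicate 1 (304), without responder replicate 4 (308) and mean of responders and non-responders, three-group fit (340). Of the alternatives chosen after seeing the values, 2 also came within that range: the pairs of same-numbered mice with no replicate block (829) and the fit without the 3 shallow libraries (947). Of the 548 genes that Table S1 lists as higher and the count table holds, they drop 327 and 340.

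The paper's log2 fold change of Bmp4 in Table S2 is -1.053 (the paper's, with an SE of 0.526 in Table S1), and it was -0.38 here. All of the alternatives set before the data were examined that give a value for this gene lay more than the paper's SE from its value, from -0.46 to -0.17. A distance of more than 1 SE does not by itself show a difference.

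The paper states that more transcripts were upregulated than downregulated in the ESE group, and here 38.9% of the genes at an unadjusted p under 0.05 were higher. Under the alternatives set before the data were examined the share lay between 26.9% and 60.0%: it was over 50% with the mission arm as a covariate (51.1%), with the replicate block (53.6%) and without ground control replicate 6 (60.0%), and 50.0% in DESeq2. The paper's totals of differentially expressed and of downregulated transcripts came within 1.5 times of the 1067 and 652 genes here. Over the planned settings, the one used here among them, the total lay within that range in 13 and outside it in 14, which gave between 654 and 3201 genes. The number of lower genes lay within it in 21 settings and outside it in 6. From IPA scores of the changed genes and from methylation, the paper concludes that VEGF-mediated angiogenesis was upregulated in responders. It also reports more ARAF protein in them by staining. Medians of textbook lists of transcripts are another measure. Here those of the VEGF signaling and angiogenesis lists were -0.03 and -0.06 against ground controls and 0.04 and -0.34 against non-responders. All of these medians changed sign as single libraries were left out. Of the genes of these lists, 0 were called by edgeR's quasi-likelihood test, DESeq2, limma-voom or the likelihood ratio test. The directions of the Table S2 genes were those of the paper for all 13.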

Other observations

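The comparisons were set before the data were examined. The lists and genes singled out here, and the comparison of 5-mC between arms, were chosen after their results were seen.

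Ground controls of the 2 arms differed in clock, stress and hair genes. Against the ISS ground controls (n = 3), the LAR ground controls (n = 3) had higher circadian clock genes, a median log2 fold change of 0.74 with 15 of 18 genes above 0 (camera adjusted p = 0.00206, and adjusted p = 0.511 with an estimated correlation), and Per2, a core clock gene, had 2.81 (SE 0.62). Glucocorticoid response genes had a median log2 fold change of 0.43 with 9 of 13 genes above 0 (camera adjusted p = 0.00415, and adjusted p = 0.511 with an estimated correlation), and Fkbp5, a target of the glucocorticoid receptor, had 2.31 (SE 0.53). Immediate early genes had a median log2 fold change of -1.08 with 0 of 16 genes above 0 (camera adjusted p = 2.02e-09, and adjusted p = 0.511 with an estimated correlation), with -2.79 (SE 1.00) for Fos and -2.53 (SE 0.53) for Egr1. Stem cell genes had a median log2 fold change of -1.14 with 1 of 15 genes above 0 (camera adjusted p = 1.09e-08, and adjusted p = 0.0648 with an estimated correlation), anagen hair genes a median log2 fold change of -3.12 with 0 of 27 genes above 0 (camera adjusted p = 6.68e-10, and adjusted p = 0.511 with an estimated correlation) and proliferation genes a median log2 fold change of -1.58 with 0 of 30 genes above 0 (camera adjusted p = 1.16e-12, and adjusted p = 0.511 with an estimated correlation). The anagen median was -0.70 without ground control replicate 3 and -5.50 without ground control replicate 4, and the stem cell median -0.63 without ground control replicate 3. The immediate early median was -0.62 without ground control replicate 1, and the glucocorticoid median 0.26 without ground control replicate 5. Lgr5 had -4.11 (SE 1.16), Shh, a signal of the hair bulb, -6.30 (SE 2.04) and Mki67, a marker of dividing cells, -2.49 (SE 1.07). Adjusted over the list alone, 1 clock, 4 glucocorticoid, 1 immediate early and 6 stem cell genes passed edgeR's quasi-likelihood test, and 0 over all genes tested, where 1304 had an unadjusted p under 0.05, DESeq2 called 112, the likelihood ratio test 15 and limma-voom 0. Muscle, respiratory chain and endothelial genes were higher too, and without ground control replicate 6 their medians went from 5.62, 1.05 and 2.08 to 1.89, -0.31 and 0.75 (adjusted p = 0.403, 0.00133 and 0.170). The calls of the other lists held as each library was left out.

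In Table S3 of the paper, an ELISA of more mice, the ground controls of the 2 arms also differed in 5-mC: 0.455% (SD 0.0773%, n = 10) in the ISS arm and 0.748% (SD 0.112%, n = 8) in the LAR arm, the paper's values, with an exact permutation p of 2.29e-05, two-sided, over 43758 splits. In non-responders the values were 0.627% (SD 0.154%, n = 8) and 0.541% (SD 0.0827%, n = 5), with an exact permutation p of 0.271 over 1287 splits. Adjusted over these 2 tests by Benjamini-Hochberg, the values are 4.57e-05 and 0.271. Responders had 0.0146% (n = 4, both arms), with all 4 below the lowest ground control, 0.325%.

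The difference of the ESE group from the ground controls varied between the arms in other lists too. Glucocorticoid response genes had a median difference, LAR minus ISS, of -0.95 (camera adjusted p = 0.000460, and adjusted p = 0.612 with an estimated correlation), and 3 of 13 passed edgeR's quasi-likelihood test as lower when adjusted over the list alone and 0 over all genes tested. Fkbp5, Zbtb16 and Tsc22d3, which the receptor induces, had -2.31, -2.02 and -2.09 (SE 0.64, 0.60 and 0.70). Muscle genes had -5.84 (camera adjusted p = 6.68e-05), and -2.25 (adjusted p = 0.897) without ground control replicate 6. Proliferation genes had 0.81 (camera adjusted p = 0.0376) and anagen hair genes 2.26 (camera adjusted p = 0.0172). With an estimated correlation the adjusted p of the muscle, proliferation and anagen lists was 0.816, 0.877 and 0.847. The proliferation median was 0.20 without responder replicate 4, the anagen median 0.32 without ground control replicate 3 and 4.87 without ground control replicate 4, and the glucocorticoid median -0.52 without responder replicate 1 and -0.63 without responder replicate 2. The call of the proliferation list ended without ground control replicate 2, ground control replicate 4, ground control replicate 6, non-responder replicate 1, non-responder replicate 5, non-responder replicate 6, responder replicate 2 and responder replicate 4 (camera adjusted p = 0.405, 0.0720, 0.465, 0.0589, 0.371, 0.0585, 0.815 and 0.934, respectively), and that of the anagen list without ground control replicate 3, ground control replicate 5, ground control replicate 6, non-responder replicate 5, responder replicate 2 and responder replicate 4 (camera adjusted p = 0.836, 0.263, 0.702, 0.371, 0.217 and 0.206, respectively). That of the glucocorticoid list held as each library was left out.

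In responders, one-carbon metabolism genes had a median log2 fold change of 0.27 with 10 of 14 genes above 0 (camera adjusted p = 0.00177, and adjusted p = 0.399 with an estimated correlation) against ground controls, 2 passed edgeR's quasi-likelihood test when adjusted over the list alone, and 0 over all genes tested. Interferon response genes had a median of 0.21 against ground controls (camera adjusted p = 0.00231, and adjusted p = 0.880 with an estimated correlation) and of 0.29 against non-responders (camera adjusted p = 6.66e-06), and the first call ended without responder replicate 2 (camera adjusted p = 0.0951). The one-carbon median was 0.46 without responder replicate 2 and 0.15 without responder replicate 4. The interferon median was 0.45 without ground control replicate 4, 0.36 without ground control replicate 5 and 0.32 without responder replicate 4 against ground controls, and 0.08 without non-responder replicate 2, 0.17 without non-responder replicate 3, 0.66 without non-responder replicate 4 and 0.16 without non-responder replicate 5 against non-responders. With an estimated correlation the adjusted p of interferon genes against non-responders was 0.842. Wound keratinocyte genes had a median log2 fold change of 1.07 with 7 of 8 genes above 0 (camera adjusted p = 0.00407, and adjusted p = 0.991 with an estimated correlation) against non-responders, a call that ended without non-responder replicate 4 and responder replicate 3 (camera adjusted p = 0.104 and 0.102, respectively), and the median was 1.66 without non-responder replicate 1 and 0.46 without responder replicate 3. Respiratory chain genes had a median log2 fold change of -0.70 with 13 of 85 genes above 0 (camera adjusted p = 5.57e-05, and adjusted p = 0.904 with an estimated correlation) against ground controls and a median of -0.28 (camera adjusted p = 4.94e-05, and adjusted p = 0.999 with an estimated correlation) against non-responders. The first call ended without ground control replicate 6 and responder replicate 2 (camera adjusted p = 0.745 and 0.227, respectively), with a median of 0.05 without ground control replicate 6, and the other without non-responder replicate 4 and responder replicate 2 (camera adjusted p = 0.104 and 0.328, respectively), with a median of -0.06 without non-responder replicate 4, -0.17 without responder replicate 2 and -0.43 without responder replicate 4.

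DNA methyltransferase and TET transcripts of responders against ground controls had log2 fold changes of 0.14 (SE 0.25) for Dnmt1, -0.13 (SE 0.27) for Dnmt3a, 0.26 (SE 0.28) for Dnmt3b, -0.06 (SE 0.41) for Tet1, 0.38 (SE 0.30) for Tet2 and -0.14 (SE 0.26) for Tet3, with adjusted p from 0.976 to 0.994 in edgeR's quasi-likelihood test. Dnmt3b had 0.03 without responder replicate 2, and Tet2 had 0.16 without responder replicate 4.

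Camera also called these lists between the ESE group and the ground controls. Synapse and neuron genes had a median log2 fold change of 0.73 with 6 of 7 genes above 0 (camera adjusted p = 0.00368, and adjusted p = 0.444 with an estimated correlation), and the call ended without ground control replicate 1 (camera adjusted p = 0.0936). The median was 0.32 without ground control replicate 1, 0.46 without ground control replicate 2, 0.31 without ground control replicate 4, 1.78 without ground control replicate 6 and 0.30 without non-responder replicate 4. Endothelial genes had a median log2 fold change of 1.17 with 15 of 17 genes above 0 (camera adjusted p = 0.0141, and adjusted p = 0.761 with an estimated correlation), and the call ended without ground control replicate 1, ground control replicate 2, ground control replicate 3, non-responder replicate 4 and non-responder replicate 6 (camera adjusted p = 0.0939, 0.0875, 0.0722, 0.339 and 0.123, respectively). The median was 2.10 without ground control replicate 6 and 0.17 without non-responder replicate 4. Differentiated epidermis genes had a median log2 fold change of -0.41 with 2 of 16 genes above 0 (camera adjusted p = 0.0167, and adjusted p = 0.761 with an estimated correlation), and the call ended without ground control replicate 1, ground control replicate 3, ground control replicate 4 and non-responder replicate 4 (camera adjusted p = 0.0764, 0.0518, 0.104 and 0.0960, respectively). The median was -0.27 without ground control replicate 1 and -0.63 without non-responder replicate 1. Basal epidermis genes had a median log2 fold change of -0.31 with 0 of 9 genes above 0 (camera adjusted p = 0.0199, and adjusted p = 0.761 with an estimated correlation), and the call ended without ground control replicate 1, ground control replicate 2 and non-responder replicate 4 (camera adjusted p = 0.0916, 0.0631 and 0.0690, respectively). The median was -0.13 without ground control replicate 1, -0.20 without ground control replicate 2, -0.19 without responder replicate 1 and -0.48 without responder replicate 3. Glucocorticoid response genes had a median log2 fold change of -0.50 with 2 of 13 genes above 0 (camera adjusted p = 0.0215, and adjusted p = 0.761 with an estimated correlation), and the call ended without ground control replicate 6 (camera adjusted p = 0.0907). The median was -0.22 without ground control replicate 1 and -0.17 without ground control replicate 6. p53 target genes had a median log2 fold change of -0.22 with 2 of 16 genes above 0 (camera adjusted p = 0.0295, and adjusted p = 0.670 with an estimated correlation), and the call ended without ground control replicate 3, ground control replicate 4 and non-responder replicate 4 (camera adjusted p = 0.135, 0.0552 and 0.0824, respectively). Adjusted over the list alone, 2 synapse genes passed edgeR's quasi-likelihood test as higher and 0 genes of the other lists, and over all genes tested 0.

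Splits of the same libraries into groups of the same sizes, 100 of each comparison with the real one among them, were tested in the same way. The numbers of splits that reach a real count include the real split. At an unadjusted p, 36 of the 100 splits gave at least the real 1067 genes for the ESE group (highest other 3596), 79 the real 482 for responders (highest other 4168) and 50 the real 982 for non-responders (highest other 3734). Between the cohorts 85 gave at least the real 306 (highest other 3712), and for the arm difference 74 the real 690 (highest other 3015). Chance cannot be excluded for these 5 counts. Except for the arm difference, the splits were drawn without regard to the arm, so differences between the arms may add to their counts. At an adjusted p under 0.05, 3 of 100 splits gave at least the real 1 gene of responders (highest other 1175), so chance can be excluded for that count only without an adjustment for the number of counts. Adjusted by Benjamini-Hochberg over the 6 counts above 0 with enough splits, the share is 0.18. The gene, Tnk2os, was not called with the mission arm as a covariate (adjusted p = 0.0794), and its call ended without each of 14 libraries. For the ESE group, non-responders, the cohorts and the arm difference the real count was 0, which every one of the 100 splits reaches whatever the data, so this comparison says nothing about chance (highest others 742, 510, 440 and 251). Between the ground controls of the arms there are only 10 splits, too few for a share under 0.05. The real counts were 0 and 1304, the highest others 0 and 1949, and 10 and 5 splits gave as many. Over 100 genes at an adjusted p were called by 2 of 100 splits for the ESE group, responders, non-responders and the cohorts each, and by 1 for the arm difference. Which libraries these splits set apart was not examined.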
